# Environmental stress is the major cause of transcriptomic and proteomic changes in GM and non-GM plants

**DOI:** 10.1038/s41598-017-09646-8

**Published:** 2017-09-06

**Authors:** Rita Batista, Cátia Fonseca, Sébastien Planchon, Sónia Negrão, Jenny Renaut, M. Margarida Oliveira

## Abstract

The approval of genetically modified (GM) crops is preceded by years of intensive research to demonstrate safety to humans and environment. We recently showed that *in vitro* culture stress is the major factor influencing proteomic differences of GM *vs*. non-GM plants. This made us question the number of generations needed to erase such “memory”. We also wondered about the relevance of alterations promoted by transgenesis as compared to environment-induced ones. Here we followed three rice lines (1-control, 1-transgenic and 1-negative segregant) throughout eight generations after transgenesis combining proteomics and transcriptomics, and further analyzed their response to salinity stress on the F6 generation. Our results show that: (a) differences promoted during genetic modification are mainly short-term physiological changes, attenuating throughout generations, and (b) environmental stress may cause far more proteomic/transcriptomic alterations than transgenesis. Based on our data, we question what is really relevant in risk assessment design for GM food crops.

## Introduction

Concerns about transgenic crops’ biosafety have led governments to implement strict regulations to assess potential risks before transgenic crops are approved for commercialization^1^. Each transgenic crop regulatory approval is preceded by years of intensive research demonstrating that the crop is safe to humans, animals as well as other non-target beneficial organisms, plants and environment.

We recently demonstrated that the major factor influencing proteomic differences on transgenic *vs*. non-transgenic plants may be the *in vitro* culture stress imposed during plant transformation. We also showed that these differences were potentially memorized throughout several generations^2^. These findings lead us to question the relevance of the differences found between transgenic plants and their controls, and enlightened the potential use of negative segregants as controls for risk assessment^2^.

If, in fact, the differences found between transgenic *vs*. non-transgenic plants are mainly short-term physiological changes, they should disappear throughout generations. If so, we could wonder how many generations transgenic plants have to pass before eliminating the memory of *in vitro* culture stress. It is known that the extensive process that precedes GM plants commercialization implies their cultivation for several generations after genetic modification and before market entry. Is this period enough for total loss of potential epigenetic signals induced by genetic modification protocols?

Another question relates to the dimension of the observed differences as compared to the differences we know that often happen due to environmental stresses. In fact, previous research showed that stress induces transcriptomic and proteomic alterations in plants, and that environmental stimuli may have a crucial role in plant allergen expression^3–6^. Plant foods are mainly field cultivated and, unavoidably, subjected to diverse environmental stresses, such as salinity, temperature, water (deficit/excess), UV, pathogens etc. Although modern agriculture strategies try to minimize unwanted stimuli, still numerous factors remain unpredictable. Thus, potentially, any consumer may eat plant foods that have suffered periods of environmental stress during their growth and post-harvest treatments.

Here, we combined proteomic and microarrays analyses to compare three rice lines (a control, a transgenic and a negative segregant) from generation F3 until generation F8 after transgenesis. Our aim was to understand how *in vitro* culture-promoted alterations evolve throughout generations. We also imposed salinity stress in all lines on the F6 generation and additionally analyzed physiological parameters, to test if environmental stress-induced changes are relevant when compared with the changes that a transgenic plant may express when compared to its control (Fig. 1).

**Figure 1:**
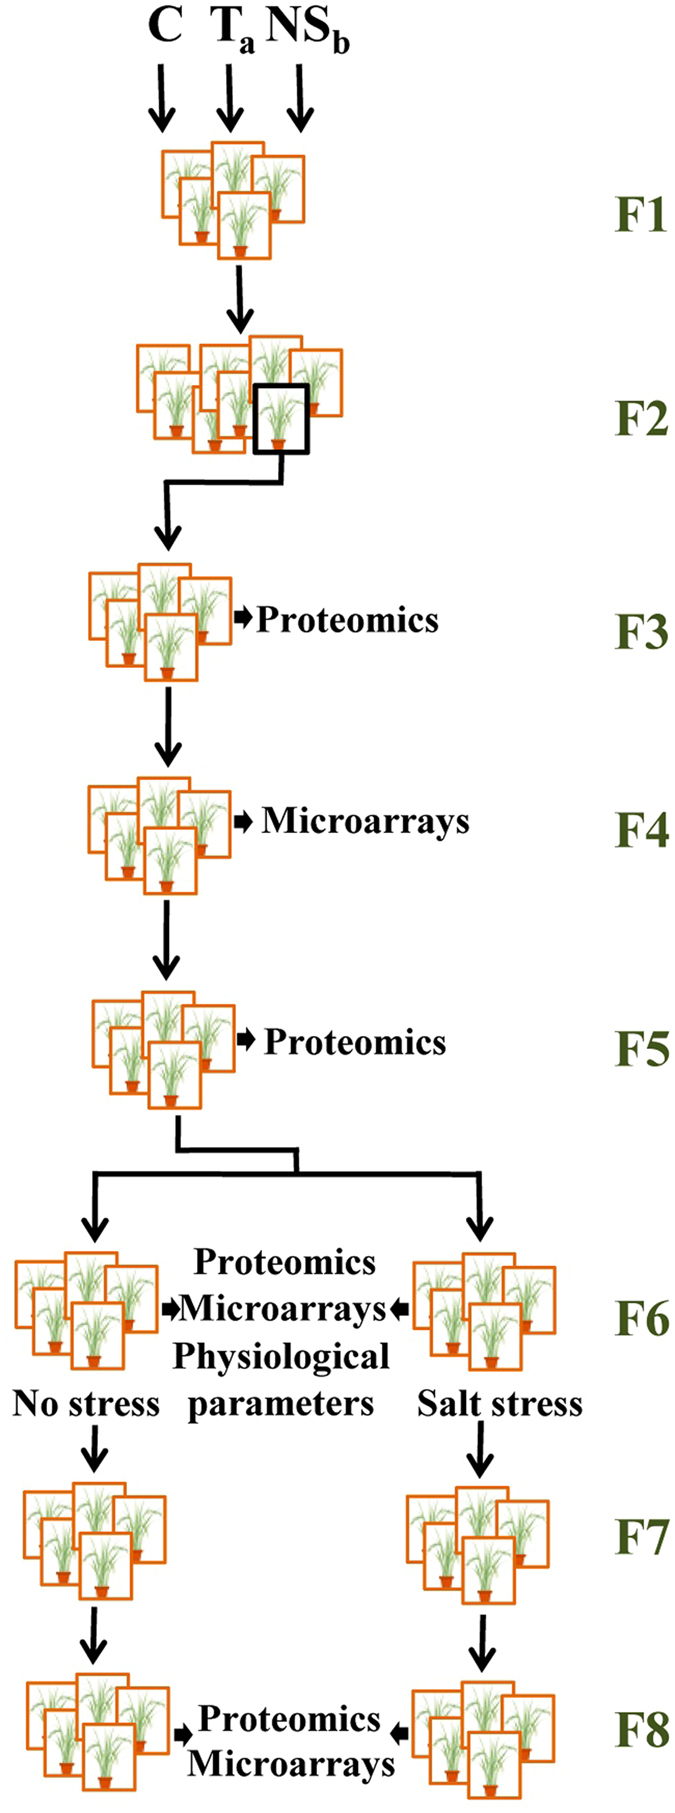
Schematic representation of the experimental strategy.

## Results and Discussion

In a previous study^2^, we noticed the absence of proteomic differences between the F3 generation of Transgenic (T_a_) and Negative Segregant (NS_b_) lines (only one differentially-abundant spot with fold difference ≥1.5). Moreover, we verified that the differentially-expressed proteome in T_a_ *vs*. Control (C) lines was almost identical to the differentially-expressed proteome in NS_b_ *vs*. C lines (49 spots with fold difference ≥1.5, in both T_a_ and NS_b_ *vs*. C) (Fig. 2, Table 1). Motivated by the proteomic results in the F3 generation (and bearing in mind that *in vitro* culture was the only feature in common between T_a_ and NS_b_ - Fig. 3), we hypothesised that *in vitro* culture was the most relevant factor contributing to the differences found between T_a_ and C^2^. Our hypothesis was further supported by mass spectrometry (MS), which showed that T_a_ and NS_b_ lines had modified metabolic pathways and proteins with altered abundance that were previously described as stress-related^2^. This previous study was performed to address the question of which is the best comparator for the risk assessment of GM plants. Some scientists suggest that negative segregants would be better comparators for genetically modified organisms (GMO) because, opposite to conventional counterparts, they allow discounting putative differences generated by the tissue culture procedures (Fig. 3). On the other hand, some scientists consider that the impact of genetic modification cannot be completely assessed using only negative segregants as comparators, since genetic or epigenetic changes promoted by transgene insertion could still remain after segregation. In this study, to compare with T_a_ and with C, we have selected NS_b_ (a negative segregant originating from a transformation event different from T_a_), so that we could assess how relevant would be the differences promoted by the insertion of the event (instead of the specific transgene). If significant differences had occurred, we should have found significant differences between T_a_ and NS_b_ when analysing the F3 generation (see Fig. 3 for the potential factors contributing to the differences among these lines).

**Figure 2:**
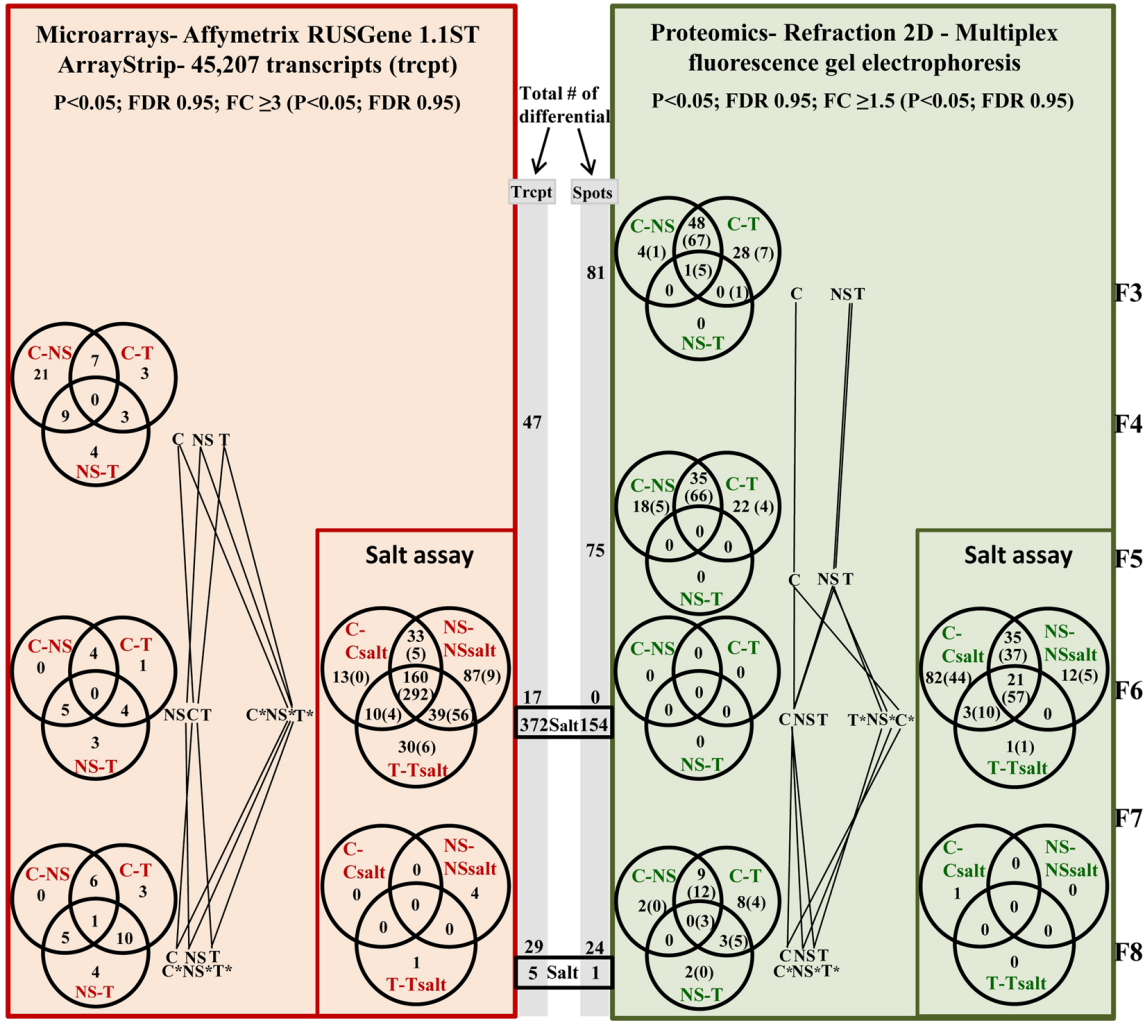
Summary of differentially expressed transcripts/differentially abundant spots throughout generations. Venn Diagrams present the number of differentially abundant spots with a FC ≥ 1.5 and the differentially expressed transcripts with a FC ≥ 3 in each situation. Whenever applied, we present between brackets the redistribution of these spots/transcripts neglecting fold change. For simplification on left panels NS_b_ is represented as NS and T_a_ as T. Trcpt- Transcripts.

**Table 1:**
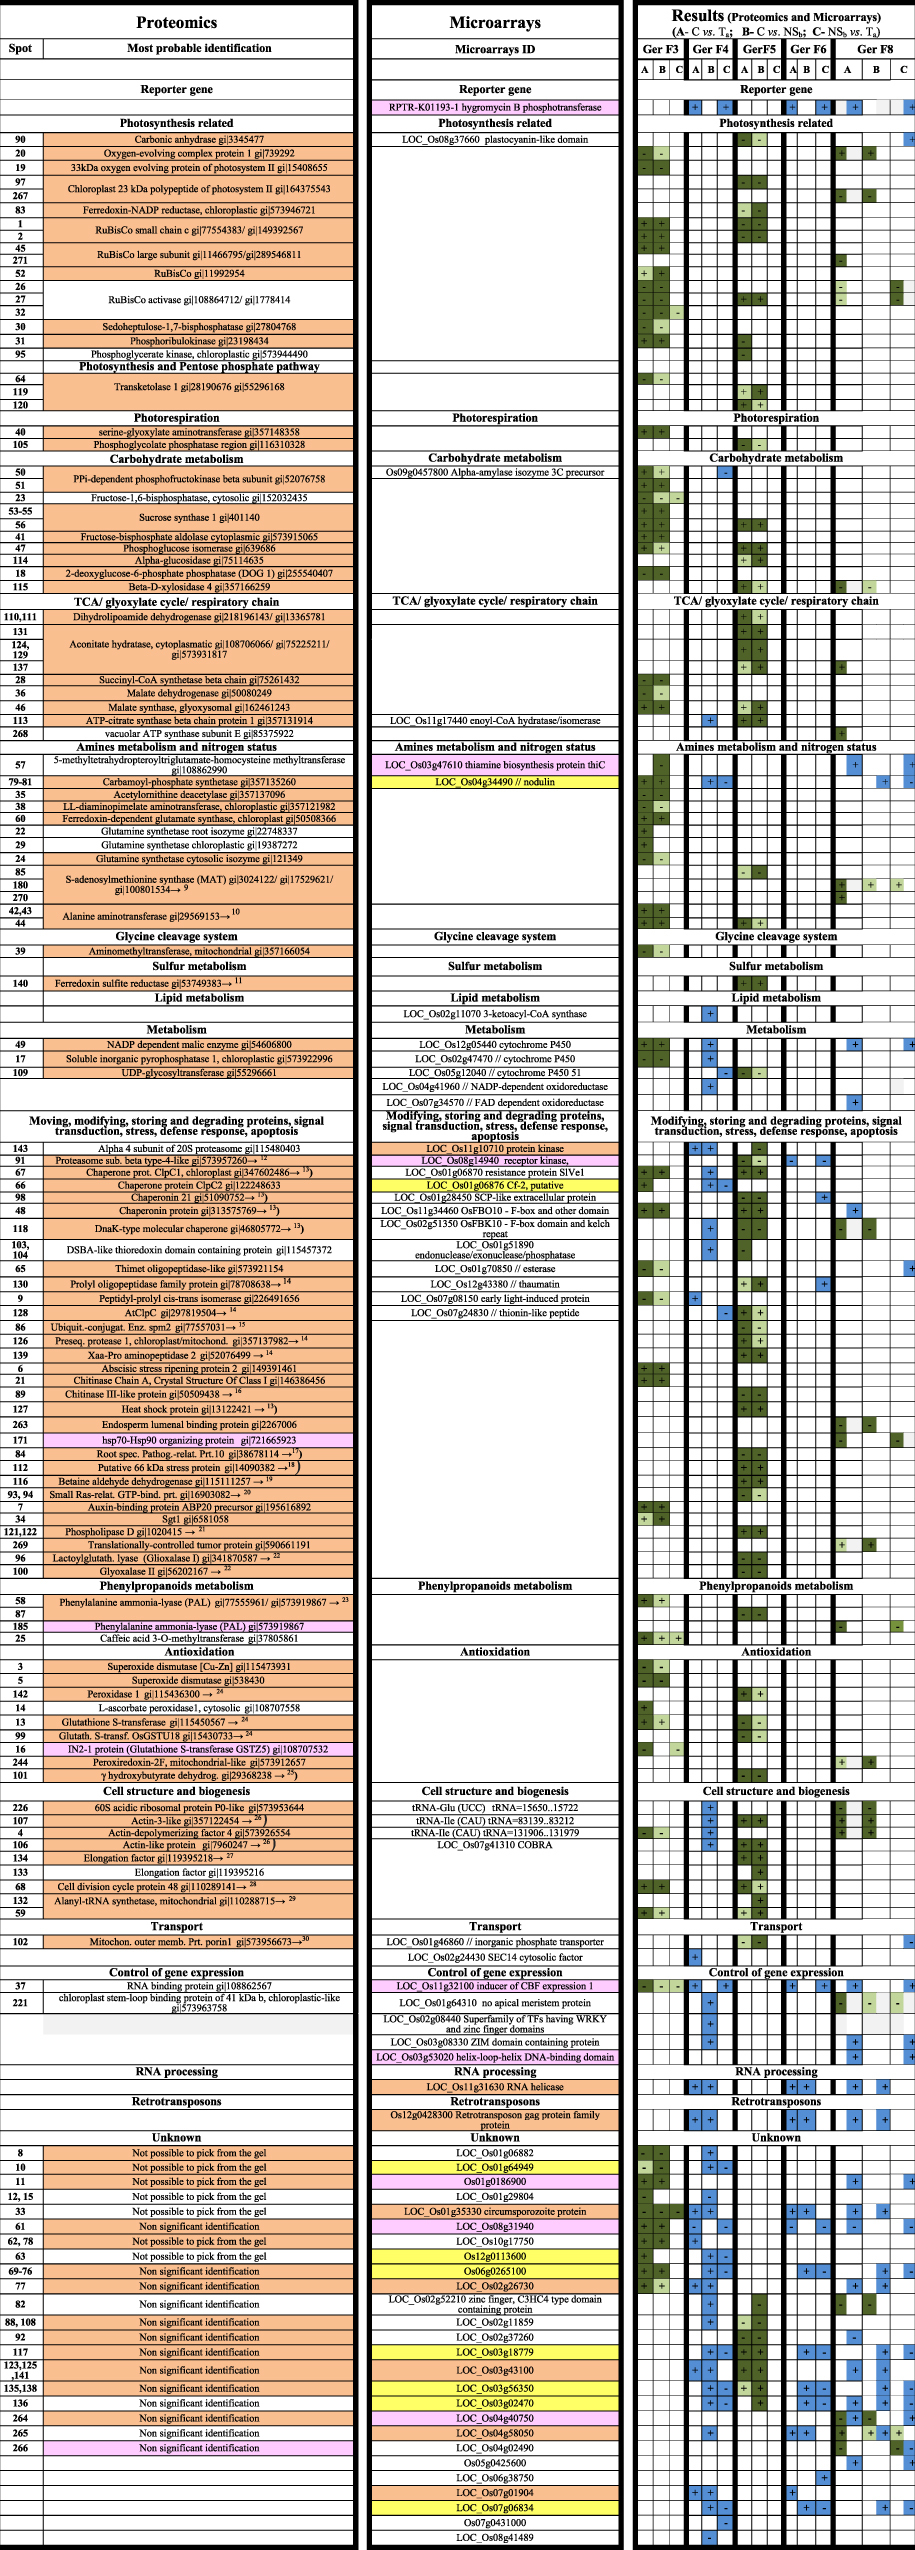
Proteomic and Microarrays results throughout generations (salinity assay not included). Identifications organized by biological process. Proteomics results are presented in green: differentially abundant spots with a FC ≥ 1.5 at least in one of the comparisons (C *vs*.T_a_; C *vs*. NS_b_; NS_b_ *vs*. T_a_); dark green-Fold Change ≥ 1.5; light green- Fold Change < 1.5. Microarrays results are presented in blue: differentially expressed transcripts with a FC ≥ 3 at least in one of the comparisons (C *vs*.T_a_; C *vs*. NS_b_; NS_b_ *vs*. T_a_); all in blue- Fold Change ≥3). Orange shadowed- *in vitro* culture related; Pink shadowed- transgenesis related; Yellow shadowed- negative segregant (NS_b_) specific. Numbers in front of proteins’ identifications regards to references supporting its relation with plant stress. + means up-regulated; − means down-regulated. Note: Protein identifications are independent from transcripts identifications even when on the same table line.

**Figure 3:**
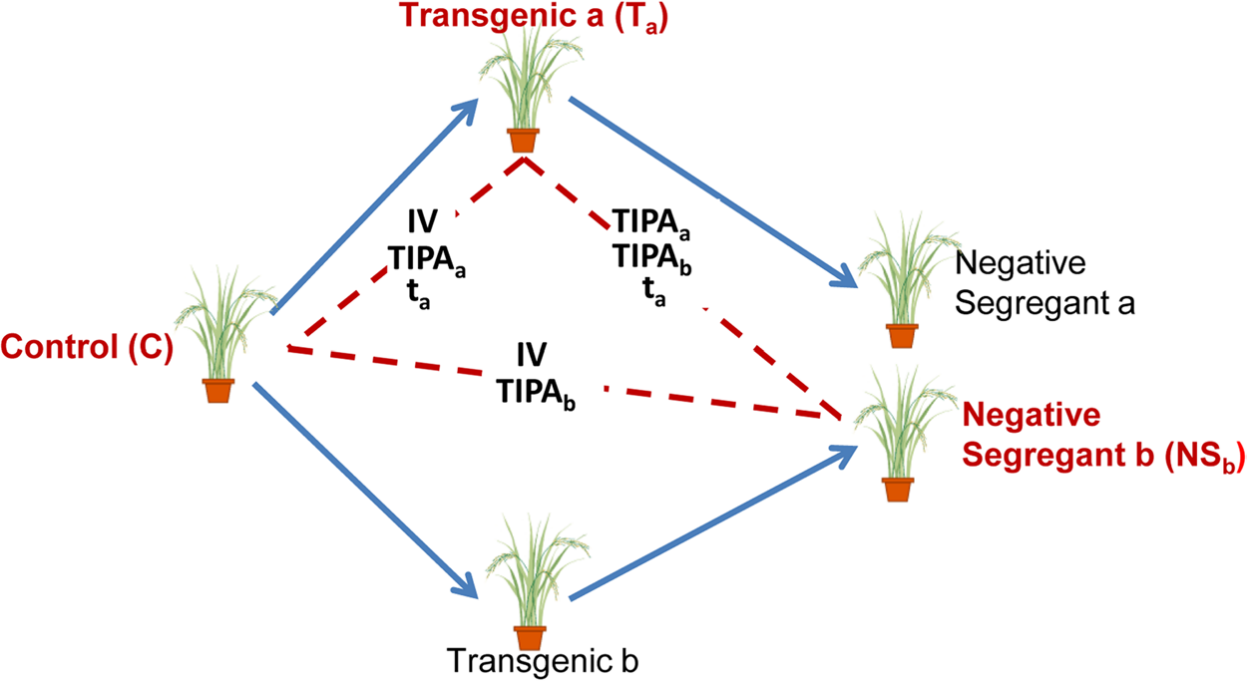
Schematic representation of plant rice lines and the potential factors contributing to their differences. T_a_ and T_b_ were obtained by the same transformation procedure (*Agrobacterium*-mediated). Factors influencing differences between tested plants: **IV**- *In vitro* culture promoted alterations; **TIPA**_**a**_ and **TIPA**_**b**_- Transgene *a* and *b* insertion-promoted alteration, respectively; t_a_- transgene *a* presence-promoted alterations. Lines under test are presented in bold.

### The number of differentially abundant spots/expressed transcripts changes similarly throughout generations

In this study, we noticed the decrease in differentially-abundant spots throughout generations (Fig. 2). This result is consistent with our previous hypothesis^2^ that proteomic differences found between both T_a_ and NS_b_ *vs*. C, in generation F3, resulted mainly from *in vitro* culture stress. In fact, in generation F6, proteomics could no longer discriminate C, T_a_ and NS_b_ lines (Fig. 2). Surprisingly, on generation F8 the three lines under study could again be discriminated by proteomics although less strongly than on F3 and F5 and with the proximity of NS_b_ and T_a_ in relation to C being less evident (Fig. 2).

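Gene expression was measured in 3 rice lines on Affymetrix RUSGene 1.1 ST arrays. Line C is the control, Ta carries the ICE1 transgene under a constitutive promoter together with a hygromycin resistance gene, and NSb is a negative segregant, which went through in vitro culture and transformation in its parents but has lost the transgene. Each array held RNA from 1 pool of 10 whole seedlings, 15 days old, and each line had 3 pools in each of generations F4, F6 and F8 (n = 3 pools per line and generation). The authors deposited RMA signals on the log2 scale for 54922 probe sets, called transcripts here. Loci carry the names of the array annotation in Table S2. Array medians lay between 4.46 and 4.50 in F4, between 4.14 and 4.22 in F6 and between 4.53 and 4.58 in F8, so levels were compared within a generation. A signal under these medians may be background, and a fold against it is a lower bound. Arrays of the same line and generation, all grown without salt, correlated across transcripts with r from 0.975 to 0.991. The 3 lines of a generation were fitted together in limma, with Benjamini-Hochberg adjustment over all transcripts of a comparison. A transcript was called differentially expressed at an adjusted p under 0.05 and a fold of at least 3, the thresholds of the paper. The p-values measure the spread between these pools.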

To verify if our proteomics data were supported by transcriptomics we analyzed all rice lines using Affymetrix microarrays. 

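Of the transcripts that differed between the lines in F4, LOC_Os03g02470, an expressed protein of unknown function, showed the largest fitted difference between NSb and C, with a log2 value 4.63 higher in NSb than in C (standard error 0.15, n = 3 pools per line, adjusted p = 9.33e-06). Genes with a described function were found in NSb as well. LOC_Os01g06876, described as a Cf-2 disease resistance protein, was 3.17 higher than in C (standard error 0.21, adjusted p = 0.000754), and LOC_Os02g47470, the abscisic acid hydroxylase gene ABA8OX1, was 2.72 higher (standard error 0.27, adjusted p = 0.00455). LOC_Os07g08150, an early light-induced protein of the chloroplast, was 2.09 higher in Ta than in C (standard error 0.19, adjusted p = 0.00557). These last 3 genes were chosen after their values were seen. In F4, 17 transcripts differed between Ta and C, of which 16 were higher in Ta (69 higher and 21 lower without the fold minimum). NSb and C differed in 43, of which 39 were higher in NSb (338 higher and 246 lower without the fold minimum), and Ta and NSb differed in 13, of which 2 were higher in Ta. At least 1 of the 3 comparisons called 53 transcripts in F4 (0.0965% of those measured), 18 in F6 (0.0328%) and 29 in F8 (0.0528%). Without NSb replicate 1, the count between NSb and C in F4 was 26, and without C replicate 3, the F4 total was 35. Without the fold minimum, the totals were 624, 39 and 347.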

We observed that the number of differentially-expressed transcripts between C, T_a_ and NS_b_ throughout generations is extremely low (given the 45,207 transcripts analyzed), namely 47, 17 and 29 on generations F4, F6 and F8, respectively. 

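In F6, 10 of the 11 transcripts that differed between NSb and C also passed in F4 and F8. Among them, LOC_Os04g58050 was 2.49 higher in NSb on the log2 scale (standard error 0.21, n = 3 pools per line, adjusted p = 0.00282) and LOC_Os07g01904 was 1.86 higher (standard error 0.095, adjusted p = 5.86e-05); both encode expressed proteins of unknown function. In F8, genes other than these differed as well. The thiamine biosynthesis gene thiC (LOC_Os03g47610) was 2.09 higher in Ta than in C (standard error 0.12, adjusted p = 0.000119). A ZIM domain gene (LOC_Os03g08330, JAZ10), of the family that represses jasmonate responses, was 1.71 higher in Ta (standard error 0.16, adjusted p = 0.00319). Its difference in Ta was 1.17 in F4 and -0.45 in F6, so it was not new to F8. In NSb of F8, a phosphate transporter gene (LOC_Os01g46860) was 1.67 higher than in C (standard error 0.19, adjusted p = 0.0201). These 3 genes were chosen after their values were seen. Ta and C differed in 11 transcripts in F6 (9 higher in Ta) and in 19 in F8 (17 higher in Ta); without the fold minimum, 17 were higher and 8 lower in F6, and 146 higher and 133 lower in F8. NSb and C differed in 11 and 14 transcripts, each of them higher in NSb (16 higher and 1 lower in F6, and 21 and 2 in F8, without the fold minimum). Ta and NSb differed in 9 and 18, of which 3 and 10 were higher in Ta (10 higher and 12 lower in F6, and 97 and 78 in F8, without the fold minimum). A filter kept the 10% of transcripts with the highest SD. With it, 12 were higher and 4 lower in NSb against C in F6, and 9 and 7 in Ta against NSb. The median SD between pools of a line was 0.147 in F4, 0.157 in F6 and 0.154 in F8. Without C replicate 3 of F6, the F6 total rose to 33, above that of F8, and the count between Ta and C to 25.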

Reinforcing our proteomics results, F6 was the generation where the three lines under test showed closer microarray profiles, while by generation F8, the three lines slightly diverged as compared to F6 (Fig. 2). This surprising divergence may be due to putative changes occurring sometime along the four years-duration of this experiment, although the environmental conditions were maintained for all plants (temperature, humidity, water supply and periodic greenhouse disinfections), except in generation F6, when the salinity stress was imposed. Still, some uncontrolled factors might have contributed to the observed divergence.

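Several differences between the lines present in F4 were smaller or absent in F8. The difference of NSb from C decreased by 3.08 on the log2 scale for the Cf-2 gene LOC_Os01g06876 (standard error 0.26, n = 3 pools per line and generation, adjusted p = 4.91e-06), by 2.88 for ABA8OX1 (standard error 0.28, adjusted p = 2.39e-05) and by 2.02 for the F-box gene OsFBK10 (standard error 0.21, adjusted p = 4.22e-05). The metallothionein gene MT4B moved the other way, by 1.74 (standard error 0.18, adjusted p = 4.22e-05). In Ta, new differences from C stood in F8. The FAD-dependent oxidoreductase gene LOC_Os07g34570 gained 2.42 against C from F4 to F8 (standard error 0.24, adjusted p = 4.86e-05), and the F-box gene OsFBO10 gained 2.19 (standard error 0.23, adjusted p = 4.86e-05). The circadian clock gene CCA1/LHY fell by 1.18 against C (standard error 0.12, adjusted p = 4.86e-05). A fit of the 27 arrays without salt or salt history tested whether the difference of a line from C changed between F4 and F8, at an adjusted p under 0.05 with no fold minimum. It changed for 158 transcripts in NSb (49 toward higher values in NSb, 109 toward lower) and for 302 in Ta (93 toward higher, 209 toward lower; 37 and 47 with a filter that kept the 10% of transcripts with the highest SD, and 14 and 15 at 1%). Without C replicate 3 of F6 these counts were 312 and 512; without C replicate 3 of F8, 72 changed in NSb, and without Ta replicate 2 of F4, 169 changed in Ta.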

Despite the F8 generation divergence, altogether our data indicate that alterations induced by transgenesis are few and decrease throughout generations.

### Identification of differentially-abundant proteins confirms transgeneration memory of *in vitro* culture stress

To explore the evolution of differentially-abundant spots throughout generations, we evaluated the proteome changes in the three rice lines (T_a_, NS_b_ and C) (Table 1, Table S1). We observed that although the differentially-abundant proteins found between T_a_ and NS_b_ lines *vs*. C clearly changed from F3 to F5, both T_a_ and NS_b_ changed their proteomes in the same direction (Table 1). This seems to confirm that the memory of *in vitro* culture stress on T_a_ and NS_b_ lines is transmitted across generations. In fact, the identified differentially-abundant spots found between T_a_ and NS_b_ *vs*. C, in generation F5, correspond to proteins that could be related to plant stress. Thus, similarly to generation F3, it seems that T_a_ and NS_b_ show decreased photosynthesis efficiency, as carbonic anhydrase (which facilitates CO_2_ supply to RuBisco in C3 plants -spot 90) as well as chloroplast 23 kDa polypeptide of photosystem II (spot 97), ferredoxin-NADP reductase chloroplastic (spot 83) and RuBisCo (spots 1, 2) appear down-regulated. The increased amount of RuBisCo activase (spot 27) may be also related to a decrease in photosynthesis efficiency as already reported by Fukayama *et al*.^7^. However, contrary to generation F3, in F5, there is no clear evidence of photorespiration, or the related enhancement of ammonia re-assimilation pathways. Actually, phosphoglycolate phosphatase (spot 105), which catalyzes the first reaction of the photorespiratory cycle, appears less abundant in T_a_ and NS_b_. Additionally, as in generation F3, the reduction of carbon fixation seems to be compensated by the mobilization of storage substances, such as fatty acids and carbohydrates that may be used to produce energy and eventually other intermediate compounds important for stress sensing and signaling. In fact, some proteins that can be related to carbohydrate catabolism (sucrose synthase- spot 56; phosphoglucose isomerase- spot 47; α-glucosidase- spot 114; β-D-xylosidase- spot 115 and transketolase- spots 119, 120) appeared with higher abundance on T_a_ and NS_b_ lines *vs*. C. The importance of sugars, not only as resources for respiration and metabolic intermediates, but also as signaling molecules, controlling gene expression and development in plants was already discussed by others^8^. The glyoxylate cycle up-regulation (Aconitate hydratase- spots 124, 129, 131, 137; malate synthase- spot 46; ATP-citrate synthase beta chain protein- spot 113) may suggest that plants are using acetate obtained from fatty acids, as source of both carbon and energy. Besides the above reported metabolic adjustments, we also found several other stress-related proteins with altered abundance in T_a_ and NS_b_ lines in generation F5. These proteins and references supporting their stress-relation are listed in Table 1 ^9–30^. As previously stated, proteomics on generation F6 could no longer distinguish the three tested lines. Thus, our analyses confirm that *in vitro* culture stress applied by the time of transgenesis was memorized across generations, and that this “memory” attenuated with time.

### Transcriptome analyses reveal scarce but consistently altered gene-expression throughout generations

To obtain greater insight into the gene regulation throughout generations, we analyzed the transcriptome changes in the three rice lines (T_a_, NS_b_ and C). As mentioned above, we found that the number of differentially-expressed transcripts throughout generations was extremely low, and corresponded mostly to proteins with unknown function (Table 1, Table S2). However, opposite to proteomics data, with the microarrays study, we found transcripts consistently differentially-expressed throughout generations. Moreover, although no longer visible by proteomics, microarrays revealed that *in vitro* culture stress is still memorized on generation F8, as we found three genes likely related to *in vitro* culture stress: circumsporozoite protein precursor (Os01g35330), hrpA-like helicases (Os11g31630) and retrotransposon gag protein family protein (Os12g0428300). These genes showed a fold change (FC) of approximately 4.5, 15, and 7 in NS_b_ and T_a_ *vs*. 

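Among the 66 transcripts called in at least 1 generation, a nodulin gene (LOC_Os04g34490) was higher in NSb than in C by 2.53 in F4 (standard error 0.17, n = 3 pools per line, adjusted p = 0.000776) and by 2.56 in F8 (standard error 0.21, adjusted p = 0.00192) on the log2 scale. A cytochrome P450 gene (LOC_Os12g05440) was higher than in C by 1.80 in NSb of F4 (standard error 0.31, adjusted p = 0.0383) and by 2.17 in Ta of F8 (standard error 0.28, adjusted p = 0.0123). Both genes were chosen after their values were seen. Of the 66 transcripts, 55 had a description in Table S2. It read expressed protein, hypothetical protein or an unnamed sequence for 24 of them, and chloroplast tRNA for 2. By generation, 20 of 43 described transcripts in F4, 13 of 17 in F6 and 16 of 29 in F8 had no named function. Because Table S2 describes the transcripts that the study itself called, these shares are not independent evidence.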

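The same 13 transcripts were called in the same comparison and direction in F4, F6 and F8. Folds against a background signal are lower bounds, so ranks among these transcripts are not certain. LOC_Os03g02470 remained the transcript with the largest fitted difference between NSb and C, a log2 value higher by 4.69 in F6 (standard error 0.30, n = 3 pools per line, adjusted p = 0.000295) and by 5.60 in F8 (standard error 0.30, adjusted p = 7.05e-05). In Ta this transcript was 1.74 above C in F4 (adjusted p = 0.0042) and 3.22 above C in F8 (adjusted p = 0.00287), while the value in F6 was 0.72 (adjusted p = 0.628). LOC_Os04g58050 and LOC_Os07g01904 were higher in NSb than in C by 4.8-fold and 3.36-fold on average over the generations. In Ta of F4 and F8 LOC_Os04g58050 was 2.38-fold and 2.62-fold above C, and LOC_Os07g01904 was 2.73-fold above C in F8, under the fold minimum. The transcripts called both between Ta and C and between NSb and C numbered 8 in F4, 5 in F6 and 6 in F8, each in the same direction. Independent lists of these sizes would share 0.0114, 0.0018 and 0.00433, but the comparisons share the C arrays. In 20 simulations of unchanged groups with shared C arrays, drawn as independent normal values, 0 calls were shared. Regrouped arrays shared up to 6, 5 and 5. A regrouping of all 9 arrays can keep the C pools together and so retain their real difference. In F6 this regrouping therefore did not exclude chance, and it is not a clean measure of it. The covariance of both fold changes over all transcripts was 0.0345, 0.0183 and 0.0197, against 0.013, 0.0136 and 0.0126 from the shared C arrays alone, whereas their correlation, 0.618, 0.421 and 0.474, exceeded the 0.50 from shared arrays only in F4. Part of the overlap may come from these shared arrays.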

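Os12g0428300 has a lower bound for its fold, so the rank of the 3 genes shared by both lines derived from in vitro culture is not certain. Of these 3, LOC_Os11g31630, on chromosome 11 from 18029726 to 18031736, had the largest fitted difference. Its log2 value was higher than in C by 3.73 in Ta and 3.71 in NSb in F4, by 3.78 and 3.72 in F6, and by 4.72 and 4.50 in F8 (standard errors 0.18, 0.16 and 0.12, n = 3 pools per line). The adjusted p for Ta was 0.000176, 3.2e-05 and 2.21e-07. LOC_Os01g35330, on chromosome 1 from 19548097 to 19549307, was higher in Ta than in C by 2.01, 2.22 and 2.35 in F4, F6 and F8 (standard errors 0.10, 0.14 and 0.21, adjusted p = 0.000248, 0.000423 and 0.00202), and in NSb by 2.01, 2.19 and 2.23. Os12g0428300, on chromosome 12 from 13663510 to 13668710, was higher in Ta by 3.01, 2.89 and 2.83 (standard errors 0.19, 0.14 and 0.11, adjusted p = 0.000893, 5.59e-05 and 3.87e-06), and in NSb by 2.91, 2.96 and 2.87. Averaged over the generations, LOC_Os01g35330 was 4.57-fold above C in Ta and 4.42-fold in NSb, LOC_Os11g31630 16.9-fold and 15.8-fold, and Os12g0428300 7.5-fold and 7.55-fold, a lower bound as its means in C were 3.61 to 3.96. Every pool of Ta and NSb lay above every pool of C in each generation.

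**Figure D1:**
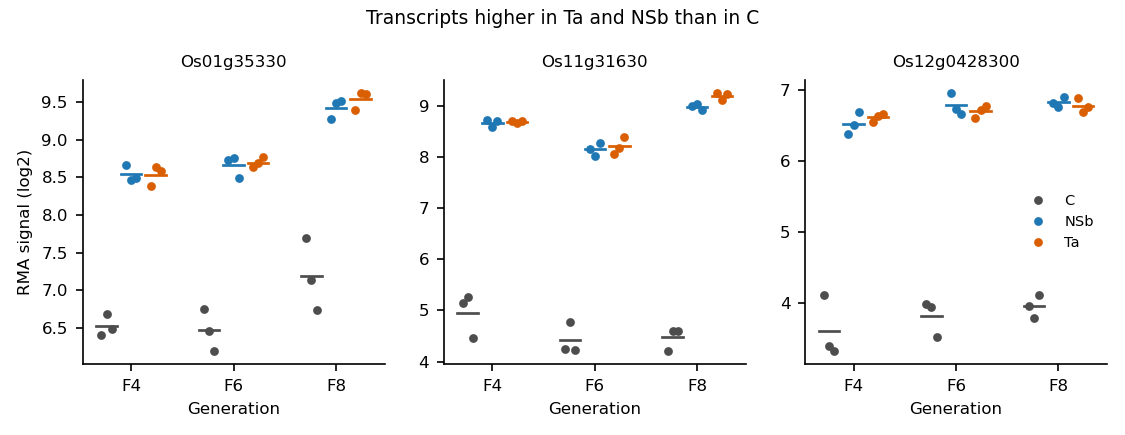
RMA signal on the log2 scale (vertical axis) of LOC_Os01g35330, LOC_Os11g31630 and Os12g0428300 in generations F4, F6 and F8 (horizontal axis). Each point is 1 pool, the lines are means of 3 pools, and colours mark C, NSb and Ta. The pools of NSb and Ta overlap or lie close together, above those of C.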

C_,_ in all three tested generations (F4, F6 and F8). In addition, we found three genes directly related to the transformation event constantly up-regulated in T_a_ throughout generations. These were hygromycin B phosphotransferase (RPTR-K01193-1- FC ≈200) (which was used as a reporter gene in T_a_ transformation), the “inducer of CBF expression” (ICE) 1 (Os11g3210- FC ≈12) (which was the inserted transgene in T_a_), and still another transcript (Os08g31940- FC ≈ 5), which encodes an expressed protein of unknown function. This last mentioned locus is positioned on chromosome (Chr) 8 while the ICE 1 transgene was inserted on Chr 1^2^. Thus, it seems that the up-regulation of Os08g31940 is not related to the transgene insertion site. Moreover, we also found four genes consistently up-regulated in NS_b_, all of them corresponding to proteins of unknown function: Os03g18779- FC ≈10; Os03g56350- FC ≈14; Os07g06834- FC ≈10 and Os06g0265100- FC ≈9.

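The hygromycin B phosphotransferase probe set, which detects the resistance gene used to select transformed cells, stood at 10.8 to 11.5 on the log2 scale in Ta (condition means, n = 3 pools each). In C and NSb, which do not carry the gene, it stood at a background of 3.37 to 3.79. Ta exceeded C by 7.49, 7.42 and 7.74 in F4, F6 and F8 (standard errors 0.14, 0.10 and 0.086; adjusted p = 1.57e-07, 1.95e-09 and 1.92e-10), on average 187-fold, which is a lower bound against that background. NSb and C differed by 0.04, 0.02 and 0.02, with adjusted p = 0.944, 0.985 and 0.992. ICE1 (LOC_Os11g32100), a transcription factor of the cold response and the transgene of Ta, was higher in Ta than in C by 3.67, 3.84 and 3.58 (standard errors 0.12, 0.21 and 0.12; adjusted p = 1e-05, 0.000132 and 2.36e-06), on average 12.9-fold. For ICE1 the difference of NSb from C was 0.39, 0.10 and -0.06, with adjusted p = 0.191, 0.945 and 0.964. The probe set for ICE1 is annotated to the native locus on chromosome 11, from 18455855 to 18459068.

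**Figure D2:**
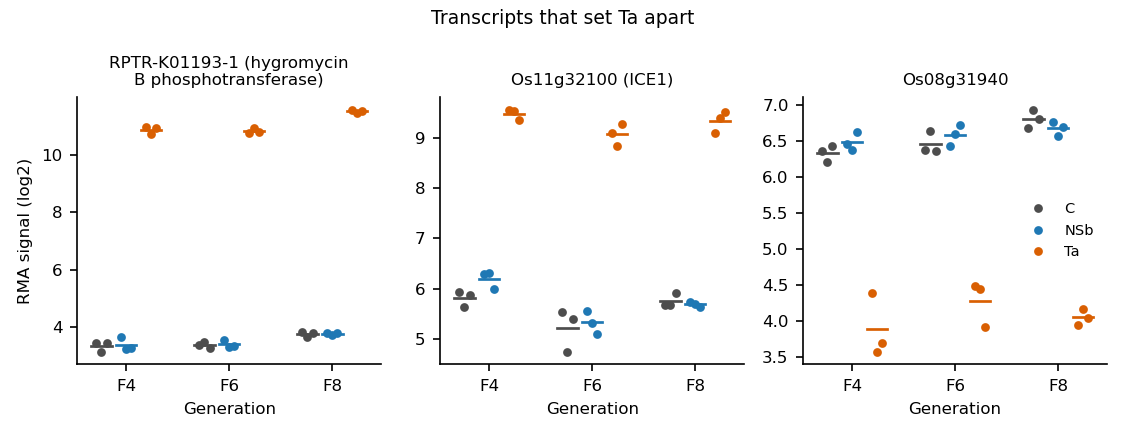
RMA signal on the log2 scale (vertical axis) of the hygromycin B phosphotransferase probe set, ICE1 and LOC_Os08g31940 in F4, F6 and F8 (horizontal axis). Each point is 1 pool and the lines are means of 3 pools of C, NSb and Ta. In the pools of Ta the first 2 transcripts are the highest and LOC_Os08g31940 the lowest.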

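LOC_Os08g31940, which encodes an expressed protein of unknown function, lies on chromosome 8 from 19801419 to 19806091. Its level was lower in Ta than in C: the log2 value fell by 2.45 in F4 (standard error 0.19, n = 3 pools per line, adjusted p = 0.00358), by 2.17 in F6 (standard error 0.16, adjusted p = 0.00095) and by 2.75 in F8 (standard error 0.10, adjusted p = 3.87e-06). Against NSb the differences were -2.60, -2.30 and -2.62. NSb and C differed by 0.15, 0.13 and -0.13. The condition means were 6.34, 6.46 and 6.81 in C and 3.89, 4.28 and 4.05 in Ta, and every pool of Ta lay below every pool of C and NSb in each generation.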

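LOC_Os03g56350, a hypothetical protein gene on chromosome 3 from 32111328 to 32111876, was higher in NSb than in C by 3.88, 3.39 and 4.18 on the log2 scale in F4, F6 and F8 (standard errors 0.17, 0.19 and 0.17, n = 3 pools per line; adjusted p = 7.22e-05, 0.000109 and 8.87e-06), on average 14.1-fold. LOC_Os07g06834, on chromosome 7 from 3338385 to 3339632, was higher by 3.54, 3.19 and 3.66 (adjusted p = 0.000754, 1.18e-05 and 3.24e-06), on average 11.0-fold. LOC_Os03g18779, on chromosome 3 from 10517826 to 10519113, was higher by 3.61, 2.95 and 2.95 (standard errors 0.19, 0.14 and 0.31; adjusted p = 0.000156, 3.44e-05 and 0.0136), on average 9.02-fold. Os06g0265100 was higher by 3.30, 2.70 and 3.64 (adjusted p = 9.33e-06, 2.55e-05 and 3.88e-05), on average 9.29-fold. The means of these genes in C lay under the array medians, so the folds are lower bounds. In Ta, Os06g0265100 was 0.91 above C in F4 (adjusted p = 0.0202), while the values in F6 and F8 were 0.34 and 0.85 (adjusted p = 0.569 and 0.0924).

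**Figure D3:**
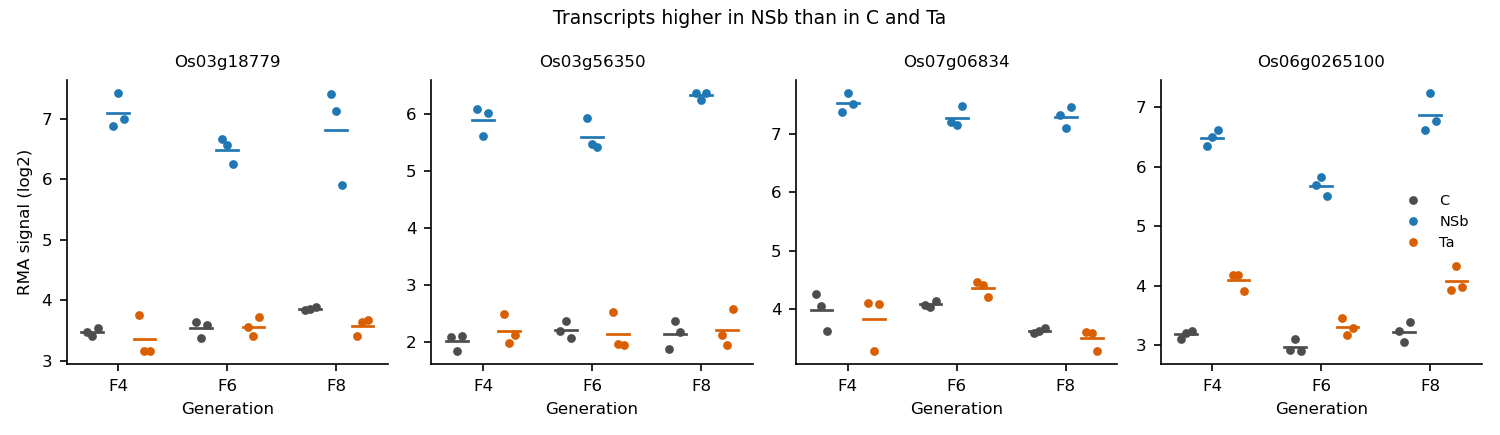
RMA signal on the log2 scale (vertical axis) of LOC_Os03g18779, LOC_Os03g56350, LOC_Os07g06834 and Os06g0265100 in F4, F6 and F8 (horizontal axis). Each point is 1 pool, the lines are means of 3 pools, and colours mark C, NSb and Ta. The pools of NSb lie above those of C and Ta in each generation.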

Hence, the scarce transcriptomic differences found among the three rice lines throughout generations, reinforce the idea that genetic engineering is a highly specific and controlled technology causing very limited pleiotropic alterations.

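Averaged over the 3 generations, some genes passed the test with differences below the fold minimum. In Ta, the abscisic acid hydroxylase gene ABA8OX1 was 0.99 higher than in C on the log2 scale (standard error 0.12, n = 9 pools per line, adjusted p = 3.83e-05). Of 13 ZIM domain (JAZ) genes, 4 were higher in Ta and none was lower (5 higher when adjusted over the list alone), among them JAZ6 by 0.53 (standard error 0.073, adjusted p = 0.000348) and JAZ10 by 0.81 (standard error 0.14, adjusted p = 0.00315). Of 6 WRKY genes, 2 were higher (4 when adjusted over the list alone), with OsWRKY71 at 0.67 (standard error 0.099, adjusted p = 0.000798). Of 27 aquaporin genes, 1 was lower in Ta (6 when adjusted over the list alone). In NSb, ABA8OX1 was 0.84 higher than in C (standard error 0.12, adjusted p = 0.000348), JAZ6 0.52 (standard error 0.073, adjusted p = 0.000431) and OsWRKY71 0.52 (standard error 0.099, adjusted p = 0.0112), and the aquaporin gene OsTIP1;1 fell by 0.38 (standard error 0.049, adjusted p = 0.00016). These averages hide the generations: in NSb, JAZ6 differed from C by 1.27 in F4 but by 0.19 and 0.08 in F6 and F8, OsWRKY71 by 1.62, 0.10 and -0.15, and the mean of ABA8OX1 likewise rests on F4, with -0.05 and -0.16 after it. In Ta, JAZ10 stood at 1.17, -0.45 and 1.71. Both differences share the C arrays. Of 27 lists, camera with a preset correlation called 6 for Ta (JAZ, adjusted p = 4.92e-07; WRKY, 0.000442; ribosomal proteins, 1.11e-08; RNA silencing, 0.00171; abscisic acid, 0.0463; aquaporins, lower, 0.000756) and 7 for NSb. With an estimated correlation it called 0: the smallest adjusted p = 0.101 for Ta and 0.133 for NSb. Chance was not excluded for the number of lists in either line, as regrouped arrays gave up to 7 and 10. For the paper, the small number of transcripts that differed among the lines strengthens the view that genetic engineering is specific and controlled and brings few pleiotropic changes.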

### Salinity stress highly impacts proteomes and transcriptomes and also affects physiological parameters in the three tested rice lines

To evaluate the dimension of the transcriptomic and proteomic alterations observed throughout generations with the ones that may be induced due to environmental stress, we performed a salinity assay in F6 generation and analyzed the proteome and transcriptome of T_a_, C and NS_b_. 

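In F6, the 3 lines were also grown at a salinity of 12 dS/m for 12 days, and pools of 10 whole seedlings of each line, 3 with and 3 without salt, were put on the arrays (18 arrays). The 6 groups were fitted together in limma on the deposited log2 values. Salt was compared with no salt within each line, and averaged over the lines (n = 9 pools with and 9 without salt). Contrasts of these differences tested whether a line responded differently from C, at an adjusted p under 0.05 without a fold minimum. A salt-responsive transcript of all lines had a fold of at least 3 in at least 1 line and an adjusted p under 0.05 in each line, the definition in the legend of Fig. 5. Whole seedlings hold root and shoot tissue. Under salt, markers of both had negative medians, -0.81 for the log2 change of 11 root transporter genes and -0.27 for that of 7 light harvesting genes, so a change in a gene of 1 tissue was not separated from a change in that tissue's share.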

As expected, we confirmed that salinity stress strongly influenced rice proteomes/transcriptomes. 

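Averaged over the lines, the largest fitted rise was that of LOC_Os12g14440, a jacalin-like lectin, by 6.53 on the log2 scale (standard error 0.14, n = 9 pools with and 9 without salt, adjusted p = 6.52e-14), a 92.7-fold change. Its means without salt, 2.88 to 3.06, were under the array medians, so this fold is a lower bound and its rank is not certain. The ribonuclease T2 gene LOC_Os09g36680 rose 36.7-fold (log2 5.20, standard error 0.067, adjusted p = 8.26e-17). The O-methyltransferase gene LOC_Os11g19840 rose by 4.02 (standard error 0.18, adjusted p = 1.77e-10). Among the transcripts that fell, LOC_Os10g18870, a dirigent protein of the kind that guides lignan synthesis, dropped by 4.14 (standard error 0.071, adjusted p = 3.34e-15). The nitrate transporter gene NRT2.1 (LOC_Os02g02170) dropped by 3.35 (standard error 0.086, adjusted p = 3.55e-13) and its partner NAR2.1 (LOC_Os02g38230) by 2.65 (standard error 0.087, adjusted p = 4.78e-12); both are among the root markers, of which 7 of 11 fell. The sodium transporter gene HKT2;1 (LOC_Os06g48810) dropped by 2.58 (standard error 0.061, adjusted p = 1.18e-13). Salt changed 232 transcripts in C (200 higher, 32 lower), 384 in NSb (338 higher, 46 lower) and 257 in Ta (216 higher, 41 lower). At least 1 line called 450 transcripts (388 higher, 62 lower), 0.819% of those measured. Without the fold minimum, 2821 transcripts were higher and 2496 lower in C, 5130 and 3343 in NSb, and 3439 and 2328 in Ta.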

We found 154 spots differentially-abundant with a FC > 1.5, and 372 transcripts differentially-expressed with a FC > 3 at least in one of the three comparisons (C *vs*. Csalt; NS_b_ *vs*. NS_b_salt and T_a_ *vs*. T_a_salt). 

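Of the 450 transcripts, 353 passed in every line (78.4%), 299 higher and 54 lower in each, and none in opposite directions. The share rests on the fold minimum: without it, 2836 of 11293 transcripts passed in every line, 1736 higher and 1100 lower. Of the 450, 438 went in the same direction in the 3 lines, whether or not each passed. A fold of at least 3 in every line was reached by 165. The counts here cover 54922 probe sets, of which 4714 repeat the values of an earlier one, without the paper's SD filter. They are therefore not on the same set as the counts of the paper. Of the 292 transcripts that Table S2 lists for all lines, 290 were among the 353. The test of a difference between the lines called few genes, and chance was not excluded for their number. LOC4332938 responded more in NSb than in C, by 1.80 on the log2 scale (standard error 0.20, n = 3 pools per line and condition, adjusted p = 0.00943). In Ta, LOC4327369 responded less than in C, by -1.15 (standard error 0.15, adjusted p = 0.041). The mean of an unnamed transcript, probe set 16004120, went with salt from 4.02 to 2.52 in C but only from 3.09 to 2.88 in Ta. This response differed by 1.28 (standard error 0.17, adjusted p = 0.041). The means of this probe set lie under the F6 array medians and may be background. These 3 were the transcripts limma called in the tests of the difference; at an unadjusted p under 0.05 there were 4305 for NSb and 3842 for Ta. With 1 array left out, the count for Ta was below 2 in every fit except that without C replicate 3, and the count for NSb ran from 0 to 3. The count for Ta was 0 with arrays centred on their medians and 52 when all arrays entered 1 fit.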

Fifty seven out of the 154 differentially-abundant spots (37%) and 292 out of the 372 differentially-expressed transcripts (78%) were changed in the three lines as a consequence of the salt stress (Fig. 2). Also, with the exception of root length, root water loss, and Chlorophyll b content, all tested physiological parameters (shoot length, root and shoot biomass, shoot water loss and carotenoids, chlorophyll a, Na^+^ and K^+^ contents) were statistically different in all tested rice lines in control *vs*. stress conditions (C *vs*. Csalt; NS *vs*. NSsalt and T *vs*. Tsalt – Fig. 4).

**Figure 4:**
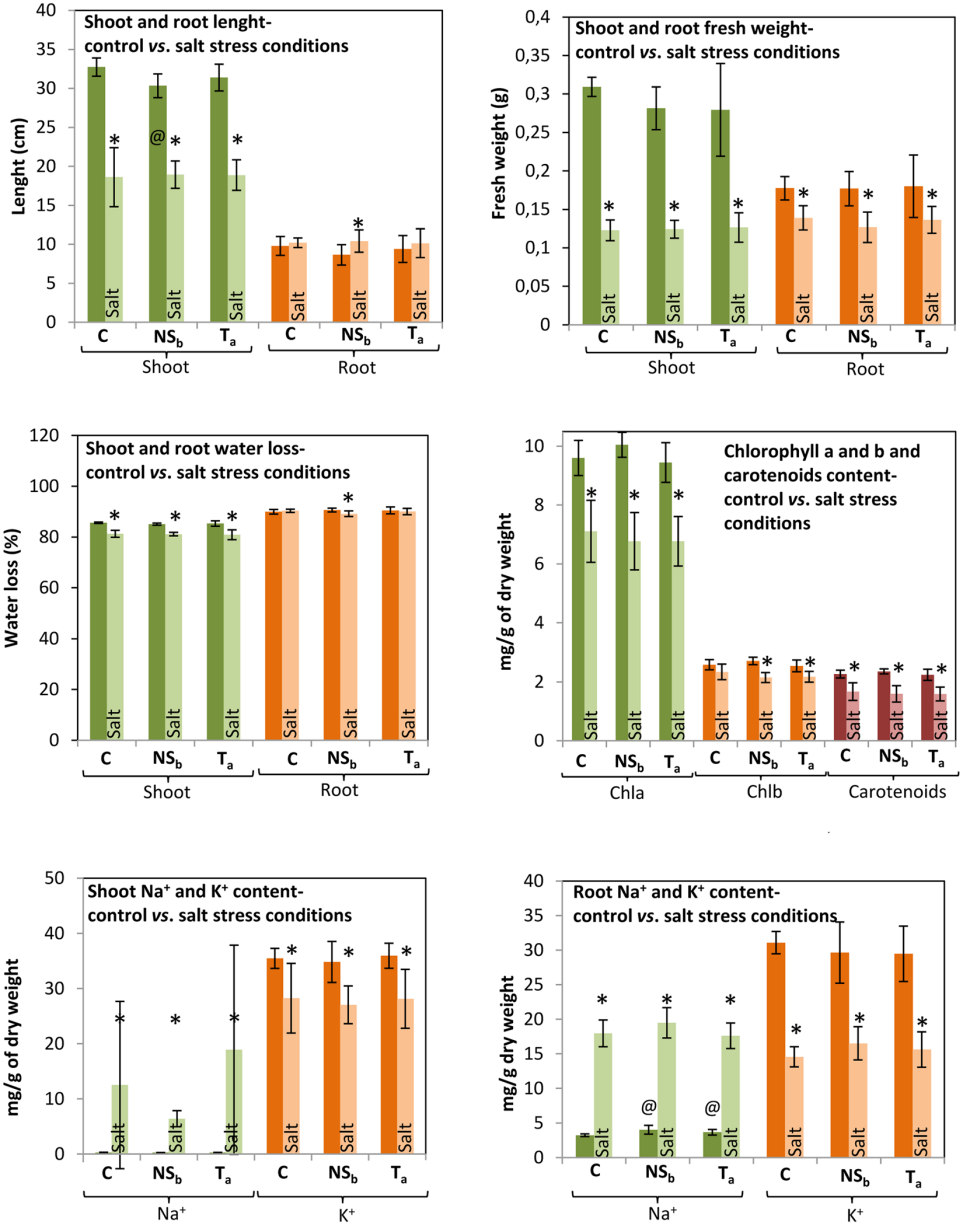
Physiological parameters of F6 plants. For each physiological parameter and plant tissue, statistical significant differences between control and stressed plants, for each line, and among the three rice lines grown in the same environmental conditions, were evaluated. Except for the rice lines highlighted with @ (symbol means statistically different from Control line, p < 0.05) lines grown in the same environmental conditions (C *vs*. T; C *vs*. NS; NS *vs*. T; Csalt *vs*. Tsalt; Csalt *vs*. NSsalt; NSsalt *vs*. Tsalt) present no statistically different physiological parameters. Asterisks (*) represent statistically significant differences (p < 0.05) between control *vs*. stressed plants (C *vs*. Csalt; NS *vs*. NSsalt and T *vs*. Tsalt). Error bars represent standard deviation.

To improve the analysis of the most salt-affected biological processes, we used agriGO singular enrichment analysis (SEA)^31^. A total of 292 transcripts, which appeared differentially-regulated in all three comparisons, were analyzed with agriGO (Fig. 5, Table S2). 

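Among the 27 gene lists tested, late embryogenesis abundant (LEA) proteins and dehydrins, which accumulate in dehydrating tissue, rose most. Of 7 genes 5 rose and none fell (6 rose when adjusted over the list alone), with LEA19 at 3.35 on the log2 scale (standard error 0.26, n = 9 pools with and 9 without salt, adjusted p = 1.23e-07) and RAB21 at 3.25 (standard error 0.14, adjusted p = 1.46e-10). Of 13 genes of catalase, superoxide dismutase and ascorbate peroxidase, 8 rose and none fell (9 when adjusted over the list alone), among them SODCC.2 by 1.12 (standard error 0.052, adjusted p = 2.38e-10). Of 7 lipoxygenase genes 5 rose (5 when adjusted over the list alone), LOX1.1 by 2.08 (standard error 0.17, adjusted p = 2.22e-07). Of 27 aquaporin genes, which encode water channels, 12 fell and 3 rose, alike when adjusted over the list alone; OsTIP2;1 fell by 1.93 (standard error 0.069, adjusted p = 1.27e-11). The root transporter genes had a lower median as well. camera gave these 4 lists adjusted p = 1.38e-05, 0.000119, 0.000119 and 1.38e-05, and each kept an adjusted p = 0.0359 with an estimated correlation. Members of the lists were matched by gene symbol after Table S2, which holds salt values of some of them, had been seen. Centring the arrays left the sign of the medians of these lists as it was. Of the 27 lists, LEA proteins and dehydrins were also enriched among the transcripts changed in all lines (3 of 7 genes, one-sided Fisher's exact test, adjusted p = 0.00135). The study itself called these 3 genes on the same samples, so the enrichment is not independent evidence.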

A total of 185 out of the 292 differentially-expressed transcripts retrieved agriGO annotations, and the most enriched molecular functions-related GO terms were: GO:0016798- hydrolase activity, acting on glycosyl bonds, and, as a part of this, GO:0004568- chitinase activity (Fig. 5). 

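All 6 chitinase genes described in Table S2, enzymes that cleave chitin and are part of the defence against fungi, rose under salt. CHIT7 (LOC_Os06g51050, chromosome 6, 30886217 to 30887473) rose by 2.81 on the log2 scale (standard error 0.10, n = 9 pools with and 9 without salt, adjusted p = 1.3e-11), a 7.02-fold change, and CHIT2 (LOC_Os04g41620, chromosome 4, 24502569 to 24504169) by 2.57 (standard error 0.071, adjusted p = 7.95e-13). The other chitinase genes rose by 1.44 to 2.19. Of 5 genes of glycosyl hydrolase family 17, which holds the beta-glucanases of plant defence, all rose, LOC_Os01g71340 most, by 3.03 (standard error 0.14, adjusted p = 1.68e-10). Of the 22 transcripts that Table S2 gives the GO terms for hydrolase activity on glycosyl bonds or chitinase activity, 21 rose and 1 fell. These groups were drawn from transcripts that the study called on the same samples, so their direction is not independent evidence, and the enrichment of GO terms was not recomputed here.

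**Figure D4:**
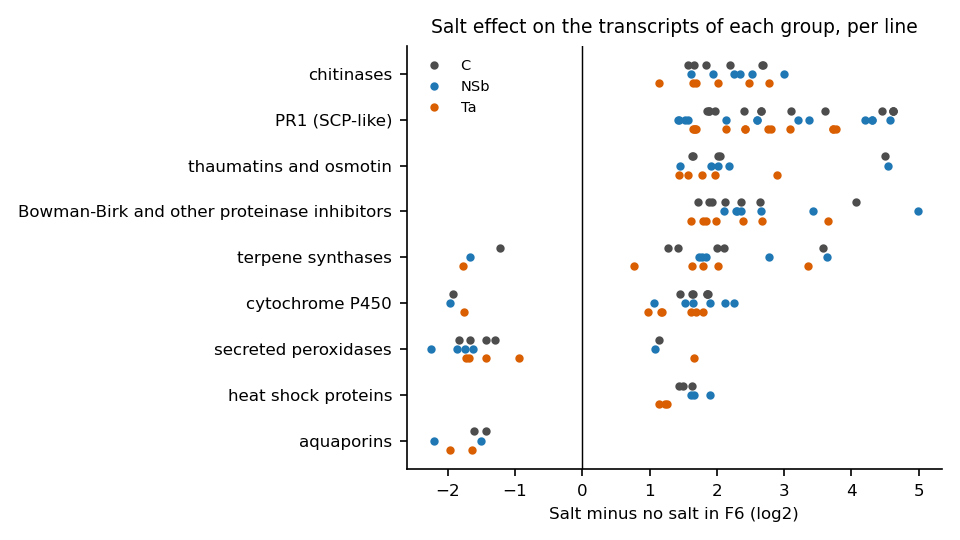
Salt effect in F6 (horizontal axis, log2 signal with salt minus without salt) on the transcripts of 9 groups from Table S2 (vertical axis). Each point is 1 transcript in 1 line, the mean of 3 pools with minus the mean of 3 pools without salt, coloured by line (C, NSb and Ta). Chitinases, PR1 proteins, thaumatins, proteinase inhibitors and heat shock proteins lie to the right of 0 in each line, and both aquaporins and most peroxidases to the left.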

Glycoside hydrolases, which are involved in the degradation and reorganization of cell wall polysaccharides, as well as chitinases, have been largely described as related to stress response in plants^16, 32^. Other GO terms with a false discovery rate (FDR) <0.05 were GO:0004867- serine-type endopeptidase inhibitor activity, GO:0016829- lyase activity and GO:0008061- chitin binding, which appeared enriched by salinity stress. 

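Serine proteinase inhibitors, which act against digestive enzymes of insects and pathogens, rose as a group: all 7 transcripts with this GO term in Table S2 were higher, by 1.94 to 4.23 on the log2 scale. An inhibitor I family gene (LOC_Os01g42860) rose by 4.23 (standard error 0.11, n = 9 pools with and 9 without salt, adjusted p = 6.58e-13), an 18.8-fold change and a lower bound given a mean of 3.26 in C without salt, and the Bowman-Birk inhibitor gene BBTI2 (LOC_Os01g03320) by 2.32 (standard error 0.077, adjusted p = 4.78e-12). All 5 transcripts with chitin binding activity rose, and CHIT14 (LOC_Os10g39680) was 3.76-fold higher (standard error 0.064 on the log2 scale, adjusted p = 6.15e-12). Of the 6 transcripts that Table S2 gives lyase activity itself, all of terpene synthesis, 4 rose and 1 fell in every line; members of the term through narrower terms were not counted. As members were taken from the study's own table, these directions are not independent evidence.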

The chitin binding GO term enrichment was, obviously, related to the already mentioned chitinase activity enriched GO term. Serine-type endopeptidase inhibitor activity enrichment was also not surprising because peptidase inhibitor activity in plants is largely related to the response to plant protection against insects, pathogens and environmental stresses^33^. 

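Genes of terpene synthesis, which gives rice many of its defence compounds, mostly rose under salt. The terpene synthase gene LOC_Os04g27430 rose by 3.52 on the log2 scale (standard error 0.11, n = 9 pools with and 9 without salt, adjusted p = 3.62e-12), 11.5-fold. The ent-kaurene synthase gene LOC_Os04g10060 (KS4) rose by 1.63 (standard error 0.19, adjusted p = 6.3e-06). A further synthase gene, LOC_Os08g04500, fell by 1.56 (standard error 0.11, adjusted p = 2.38e-08). LOC_Os04g01810 rose by 1.27 on average (standard error 0.16, adjusted p = 1.27e-05), with a value of 0.76 in Ta (adjusted p = 0.089). These genes were chosen by the study on the same samples. Of 12 terpene synthase genes matched by symbol, 7 rose and 1 fell, alike when adjusted over the list alone (camera, adjusted p = 0.00945 with a preset correlation, adjusted p = 0.149 with an estimated correlation). Of 16 genes of diterpenoid phytoalexin synthesis, 11 rose and none fell (12 when adjusted over the list alone; adjusted p = 6.47e-07, and adjusted p = 0.121 with an estimated correlation).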

Lyase activity GO term enrichment was essentially based on the differential expression of 12 transcripts, six of them related to terpene biosynthesis (five corresponding to terpene synthases and one to ent-kaurene synthase). It is widely known that terpenoids play important roles in plant interactions with the environment and in concomitant stress responses^34^. Finally, other GO terms enriched by salt were the electron carrier activity (GO:0009055), iron ion binding (GO:0005506), heme binding (GO:0020037), tetrapyrrole binding (GO:0046906) and magnesium ion binding (GO:0000287). The enrichment of iron ion binding (16 identifications), tetrapyrrole binding (13 identifications), heme binding (13 identifications) and electron carrier activity (16 identifications) molecular functions, was essentially related to the differential expression of seven transcripts corresponding to cytochrome P450 and five transcripts corresponding to peroxidase. It is well established that, to some degree, virtually all biotic and abiotic stresses induce, or involve, oxidative stress, and that peroxidases are involved in the control of H_2_O_2_ levels^24, 35^. 

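Of the 7 transcripts that Table S2 describes as cytochrome P450, oxidases of hormone and defence compound synthesis, 6 were higher under salt and 1 lower. LOC_Os01g41810, of the 72A1 type, rose by 1.91 on the log2 scale (standard error 0.10, n = 9 pools with and 9 without salt, adjusted p = 1.12e-09), while LOC_Os10g17260 fell by 1.89 (standard error 0.11, adjusted p = 3.41e-09). Of its 5 peroxidases, 4 were lower and 1 was higher. LOC_Os07g01410 fell by 1.81 (standard error 0.072, adjusted p = 4.31e-11), and LOC_Os06g35520 rose by 1.29 (standard error 0.075, adjusted p = 3.62e-09). Of the 16 transcripts with electron carrier activity 11 rose and 5 fell, and of the 13 with heme binding 8 rose and 5 fell. Taken from transcripts the study called, both groups are no independent evidence of a direction. In a list of 38 P450 genes matched by symbol, 11 rose and 12 fell (12 and 13 when adjusted over the list alone), with a median of -0.04, a mean of 0.077 and a test in the direction of the mean (camera, adjusted p = 0.893).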

Cytochrome P450 has been described as involved in the crosstalk between responses to abiotic and biotic stresses, and its expression may be regulated by ROS-related signalling pathways^36^. Magnesium ion binding molecular function enrichment seems to be related to terpene biosynthesis because the six differentially-regulated transcripts involved in this pathway have magnesium ion binding function.

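The 6 transcripts with magnesium ion binding in Table S2 were those of terpene synthesis. Among them, LOC_Os04g27670 rose by 2.26 on the log2 scale (standard error 0.083, n = 9 pools with and 9 without salt, adjusted p = 1.54e-11), by 2.00 in C, 2.77 in NSb and 2.02 in Ta. LOC_Os08g07080 rose by 1.88 (standard error 0.11, adjusted p = 3.5e-09), by 2.11, 1.74 and 1.79 in these lines. Of the 6 transcripts, 5 passed in every line. The table describes only transcripts called on these samples, which is not independent evidence.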

**Figure 5:**
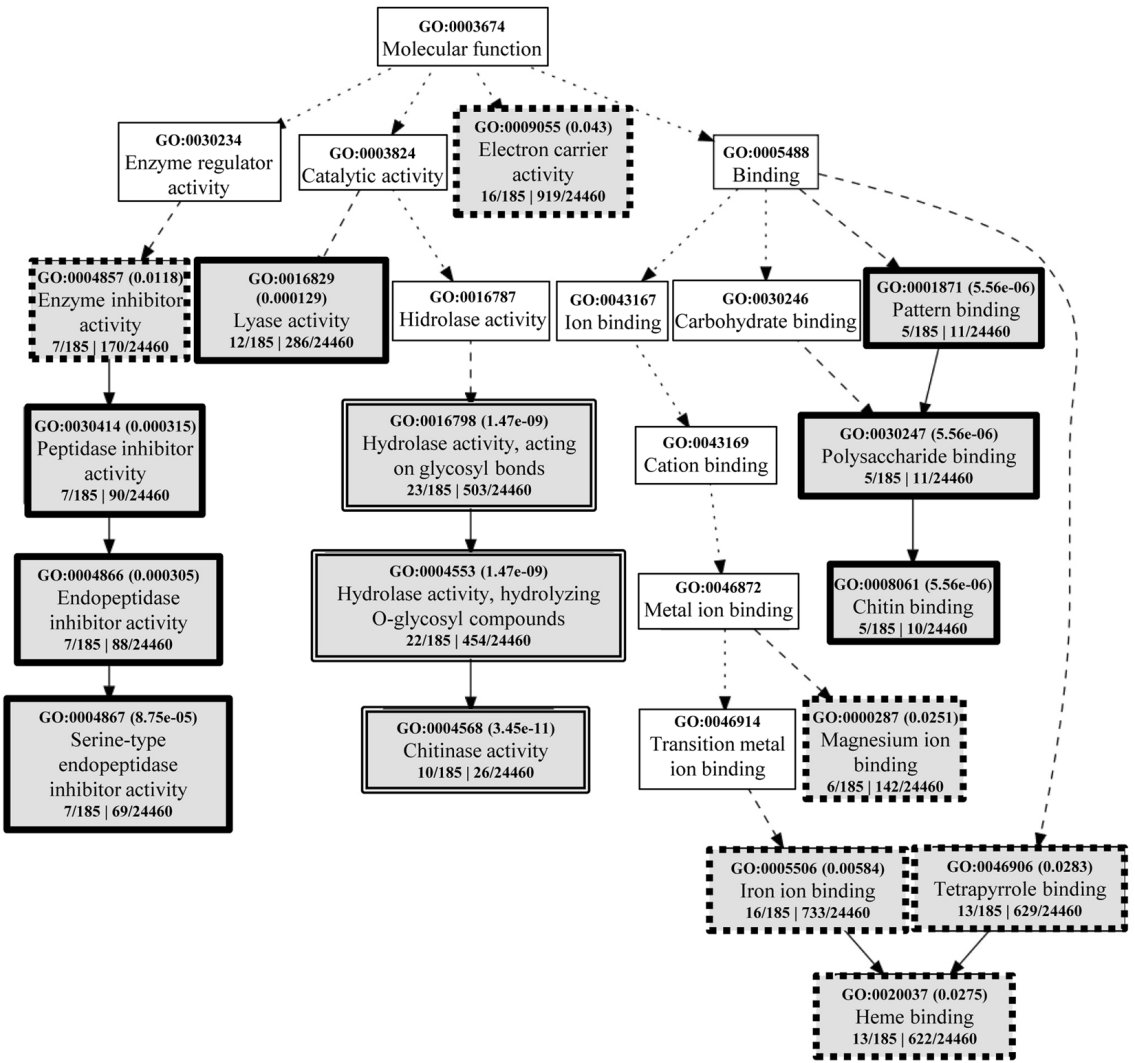
Molecular Function Gene Ontology (GO) analysis of rice salt-stress induced genes using agriGO. Differentially expressed transcripts in all three tested situations (C *vs*. Csalt, NS *vs*. NS salt and T *vs*. T salt) and with FC > 3 at least in one of the comparisons were considered (292 transcripts). One hundred and eighty five transcripts could be annotated in agriGO. Each box shows the GO term number and the p-value in parenthesis. The first pair of numerals represents the ratio between the number of genes in the input list associated with that GO term and the total number of agriGO annotated genes in the input list (185). The second pair of numerals represents the number of genes associated with the particular GO term in the MSU Rice Genome annotation Project Database Resource and the total number of rice genes with GO annotations in the same rice database. The box line indicates levels of statistical significance with ■■■■ = 0.05; ▬▬ = e-05 and ══ = e-09.

The application of agriGO analysis tool to our proteomics data could only retrieve annotations for 11 out of the 154 salt-responsive proteins. Thus, we sought to establish a correlation between the microarrays and proteomics data of the F6 generation salinity assay data (Table S3). The correspondence between the observed salt responsive differentially-abundant spots and differentially-expressed transcripts was scarce. 

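The 3 heat shock proteins described in Table S2, chaperones of misfolded proteins, rose under salt. The DnaK gene LOC_Os03g16920 rose by 1.52 on the log2 scale (standard error 0.080, n = 9 pools with and 9 without salt, adjusted p = 1.05e-09), the hsp20 gene LOC_Os03g15960 by 1.50 (standard error 0.081, adjusted p = 1.35e-09) and LOC_Os04g01740 by 1.43 (standard error 0.062, adjusted p = 1.14e-10). All 5 transcripts of thaumatin and osmotin, defence proteins against fungi, rose, LOC_Os12g43380 most, by 3.98 (standard error 0.18, adjusted p = 1.37e-10). The actin-depolymerizing factor gene LOC_Os03g60580 rose 11.3-fold (standard error 0.12 on the log2 scale, adjusted p = 8.79e-12). Of 26 heat shock genes matched by symbol, 11 rose and 2 fell (11 and 3 when adjusted over the list alone; camera, adjusted p = 0.0181, and adjusted p = 0.165 with an estimated correlation).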

The only identifications with correspondence and identical response (up-regulation) were chitinase, heat shock proteins, thaumatin and actin-depolymerizing factor. 

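A carbonic anhydrase gene (LOC_Os08g32840), for an enzyme that interconverts carbon dioxide and bicarbonate, rose by 1.58 on the log2 scale under salt (standard error 0.071, n = 9 pools with and 9 without salt, adjusted p = 1.76e-10). A fructose-bisphosphate aldolase gene (LOC_Os08g02700), for an enzyme of glycolysis and the Calvin cycle, rose by 1.31 (standard error 0.13, adjusted p = 1.86e-06), by 1.31 in C, 1.69 in NSb and 0.93 in Ta. Of 9 glycosyl hydrolases by name, 8 rose and 1 fell: LOC_Os05g15770 rose by 3.41 (standard error 0.11, adjusted p = 4.51e-12) and LOC_Os02g01590 fell by 1.73 (standard error 0.098, adjusted p = 2.65e-09). Protein abundance was not analysed here.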

Carbonic anhydrase, fructose-bisphosphate aldolase, glycosyl hydrolase and peroxidase were also identified as differentially-abundant proteins and differentially-expressed transcripts, but with contrasting responses (up-regulation in one case and down-regulation in the other). Figure 6 presents the ten most representative salt-responsive molecular functions categories identified by proteomics and microarrays as the percentage of identifications in each category in relation to the total number of salt responsive identifications. This analysis confirms that proteomics and microarrays results of salinity assay are different although five out of the ten categories overlaps. These include “Signal transduction, stress response and apoptosis”, “Moving, modifying, storing and degrading proteins”, “Amine metabolism and nitrogen status”, “Cell wall polysaccharide metabolism” and “TCA/glyoxylate cycle/respiratory chain” molecular function categories. The high abundance of differentially-abundant/expressed proteins/transcripts related to the modification and degradation of proteins could explain the differences between proteomics and microarrays data, as many proteins may be regulated at post-translational level^37^.

**Figure 6:**
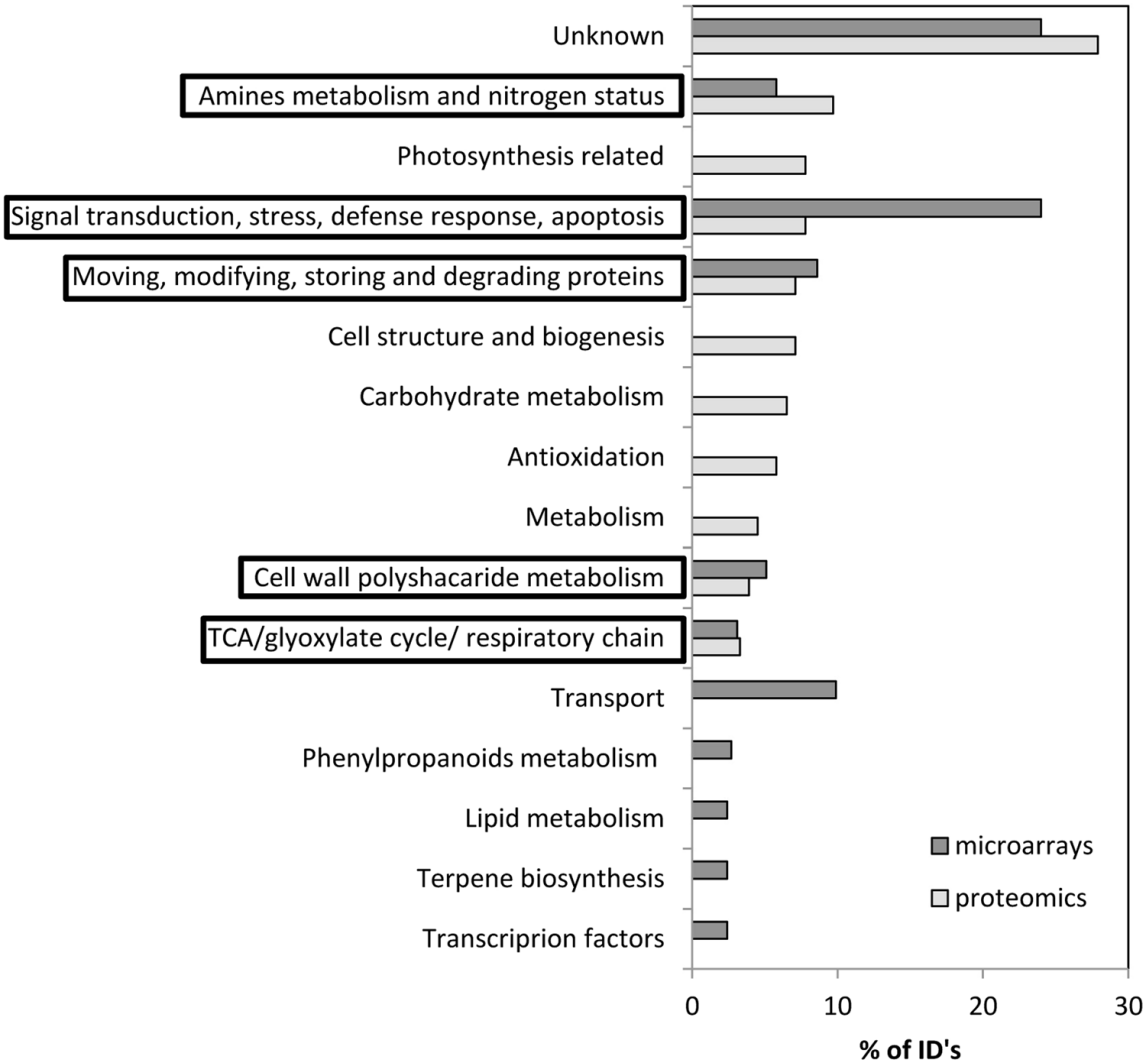
The ten most representative salt responsive molecular functions categories identified by Proteomics and Microarrays. Percentage of identifications in each category in relation to the total number of salt responsive identifications. Molecular function categories in black boxes correspond to the ones coincident in Proteomics and Microarrays data.

Because of the public concern about the putative increase of allergenicity associated to genetically modified plants, we sought to predict the allergenicity of salt-responsive proteins. In this way, we wanted to check if environmental stress could be related to increased levels of potential allergenic proteins. Interestingly, a total of 56 out of the 112 (50%) identified salt-responsive proteins were potential allergens and 112 out of the 292 (38%) differentially-expressed transcripts are translated into proteins that are putative allergens, using Algpred software^38^ (Table S3). Although this prediction does not prove allergenicity, the results certainly demonstrate that environmental stimuli *per se* may strongly impact the allergenicity of a given plant food.

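Lines of F8 whose F6 ancestors had grown in salt were compared with the same lines without salt-stressed ancestors, in whole seedlings grown without salt (18 arrays, n = 3 pools per line and history, 1 limma fit). LOC_Os04g40750, an expressed protein of unknown function on chromosome 4, differed by -1.99 on the log2 scale in Ta with salt history, that is, it was lower (standard error 0.28, adjusted p = 0.0377). Its difference was -0.10 in C (adjusted p = 0.997) and 1.18 in NSb (adjusted p = 0.393). In F8 without salt history this transcript stood 2.04 higher in Ta than in C. The lower value of Ta with salt history was thus measured against a raised level in Ta without it. The other 3 called transcripts, probe sets 16064629, 16064636 and 16064674, have no gene name here; in Ta they were higher with salt history by 3.14, 3.54 and 3.70 (standard errors 0.49, 0.56 and 0.59; adjusted p = 0.0444, 0.0473 and 0.0473). In C they differed by 3.11, 3.85 and 3.72 (adjusted p = 0.177) and in NSb by 2.04, 2.56 and 2.36. They belong to a run of 21 unnamed probe sets that moved together. The mean of that run was 3.00 to 3.15 in C and Ta of F8 without salt history, and 3.00, 3.03 and 5.47 in the pools of NSb. It was 5.27 to 5.76 in the 9 pools with salt history, and 5.00 to 6.09 in the 18 pools of F4 and F6 grown without salt. limma called 4 transcripts in Ta and 0 in C and NSb, with 2951 in C, 3687 in NSb and 3913 in Ta at an unadjusted p under 0.05. These calls were fragile: LOC_Os04g40750 lost its call in 13 of 23 other settings and the 3 probe sets in 16 of 23, and leaving out 1 array moved the count for Ta between 0 and 16. Without NSb replicate 3 of F8, the counts were 14, 16 and 16, and with the replicate number as a block Ta had 1.

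**Figure D5:**
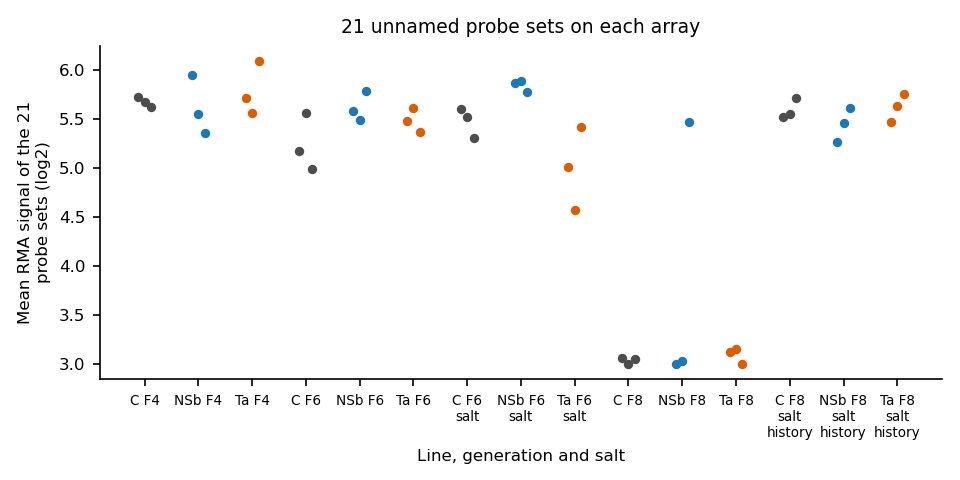
Mean RMA signal on the log2 scale of the 21 unnamed probe sets (vertical axis) on each of the 45 arrays, by line, generation and salt (horizontal axis). Each point is 1 pool, coloured by line. The pools of F8 without salt history lie near 3, apart from 1 pool of NSb at 5.47, and the other pools lie above 4.5.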

Notably, both proteomics and microarrays analysis of stressed *vs*. non-stressed plants on generation F8 (2 generations after salt stress imposition) show that salt stress has been almost completely “forgotten”, as the salt-induced alterations almost disappeared. In this generation, we found only one differentially-abundant protein (hsp70-Hsp90 organizing protein- gi|721665923) and five differentially-expressed genes (four unknown- Os04g40750, Os04g22940, Os10g21190, Os04g05659 and one alpha-amylase precursor- Os02g52700) in stressed *vs*. non-stressed rice lines (Fig. 2). Thus, we may conclude that salinity stress affected in the same way all three rice lines, leading to significant changes not only in several physiological parameters, but also in the expression/abundance of the typical stress-responsive genes/proteins.

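Transcripts that salt had changed in all lines in F6 were close to their unstressed level in F8 plants with salt history. For the 295 that rose in F6, probe sets with identical values counted once, the median log2 difference by salt history was -0.02 in C (camera, adjusted p = 0.725), -0.0048 in NSb (adjusted p = 0.861) and -0.09 in Ta (adjusted p = 1.71e-05, and adjusted p = 0.0517 with an estimated correlation). For the 54 that fell, the medians were 0.03 in C (adjusted p = 0.809), 0.04 in NSb (adjusted p = 0.501) and 0.15 in Ta (adjusted p = 8.88e-07, and adjusted p = 0.0187 with an estimated correlation). In Ta the medians of both sets pointed away from the direction of salt, but there the arrays without salt history themselves lay nearer the salt side than the other arrays of F8. From the few alterations left in F8, the paper concludes that the salt stress was almost completely forgotten after 2 generations.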

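The 13 PR1-type transcripts of Table S2, secreted proteins that mark the defence response, all rose in every line. Only 11 of them have distinct values. The 3 WRKY transcription factor genes, 3 thionin genes and 2 lipoxygenase genes rose in every line as well. The lipoxygenase gene LOC_Os12g37260 rose by 3.68 on the log2 scale (standard error 0.084, n = 9 pools with and 9 without salt, adjusted p = 9.67e-14). Both aquaporin genes described in Table S2, LOC_Os02g44080 and LOC_Os04g44060, fell in every line. These genes come from the study's own list of the shared response, which is not independent evidence that lines responded alike. The paper proposes that salinity affected the 3 lines in the same way, in physiological parameters as well as in typical stress-responsive genes and proteins.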

We have demonstrated that *in vitro* culture stress seems to be the key factor responsible for the differences between transgenic *vs*. non-transgenic control plants. Our proteomics data corroborates that T_a_ and NS_b_ lines have their expression similarly modified throughout generations, both becoming biochemically closer to control plants. This fact suggests that differences promoted during genetic modification seem to be mainly short-term changes that become attenuated throughout generations. In addition, as expected, our results clearly show that salinity stress strongly affects plants’ response with consequences at physiological, transcriptional and proteomic levels. In this study, the impact of genetic engineering was assessed two generations after plant transformation, while the impact of salinity stress was evaluated immediately after stress imposition. However, the current regulatory measures impose that transgenic plants are submitted to exhaustive tests throughout several generations before coming to the market. The evaluation of “the genetic stability of the inserted/modified sequence” and “the phenotypic stability of the GM plant” are examples of tests that require several generations to accomplish; in these particular cases, applicants need to provide data from usually five generations or vegetative cycles. Thus, genetically engineered plants that enter the market have already several generations after the transgenesis event. On the contrary all crops (transgenic or not) are unavoidably exposed to different biotic/abiotic stresses (eg: temperature variations, drought, UV, pathogens, phytochemicals, post-harvest stress), and consequently all consumers eat plants affected by environmental stresses. Because stress conditions may strongly influence the production of proteins eventually toxic/allergenic^3–6^, it is likely that plant foods toxicity and/or allergenicity vary depending on growth/processing conditions.

If, in fact, environment *per se* can originate far more safety issues than genetic engineering, we believe it is pertinent to question what is really relevant and what is clearly excessive when designing risk assessment for Genetically Modified Organisms.

## Methods

### Plant material

Three lines of *Oryza sativa* L. ssp. *japonica* cv. Nipponbare were used, as previously described^2^: a seed-derived control line (C); a GM line obtained by *Agrobacterium*-mediated transformation (T_a_), and a non-GM negative segregant control line (NS_b_, progeny of Transgenic b) (Fig. 3). Ta carried one copy of OsICE1 transcription factor, fused with a TAP- tag construction, driven by the maize ubiquitin promoter. NSb was a F1 descendent of a transgenic line (Tb) which also contains OsICE1 transcription factor driven by maize ubiquitin promoter. However, TAP-tag was not present in the construct introduced in Tb. All lines (C, T_a_, NS_b_) were grown in the same conditions throughout generations (soil:peat:vermiculite (2:2:1); 28 °C/24 °C (light/night); 12 h photoperiod; 70% relative humidity).

### Seed treatment and seedling growth for Proteomics and Microarrays

Rice seeds were treated at 50 °C in 0.1% Carbendazim (fungicide) for 30 min, and surface disinfected using standard procedures. Seeds were germinated in darkness, for two days at 28 °C. Seedlings were grown for 13 days in Yoshida medium^39^, at the above conditions (temperature, photoperiod and humidity). Fifteen days-old seedlings were frozen in liquid nitrogen and kept at −80 °C until RNA/protein extractions.

Transgene presence was PCR-confirmed for T_a_ seedlings as previously described^2^.

### Salinity stress imposition and physiological evaluation on F6 generation plants

Salinity stress (12 dS/m final concentration) was imposed on half of the seedlings (C, T_a_ and NS_b_) in F6 generation according to IRRI protocol^40^. Fifteen days-old seedlings were collected after 12 days of salinity stress imposition. From F6 generation onwards, we worked with six rice lines (C, Csalt, T_a_, T_a_salt, NS_b,_ NS_b_salt).

Twenty-four seedlings of each line (C, Csalt, T_a_, T_a_salt, NS_b_ and NS_b_salt) were used for physiological evaluation, namely nine seedlings for root/shoot length, biomass and water loss percentage; six for carotenoids and chlorophyll determination; for Na and K content, the root and the third leaf of nine seedlings were used. Chlorophyll (Chl) *a*, Chl*b* and carotenoids (Car) were determined on the third leaf using UV-Vis spectroscopy after whole pigment extraction with 80% acetone (Chl*a* = 12.25 × A_663.2_ − 2.79 × A_646.8_; Chl*b* = 21.5 × A_646.8_ − 5.1 × A_663.2_; Car = ((1000 × Abs_470_) − (1.82 × Chla) − (85.02 × Chlb))/198)^41^. Na and K contents were determined using atomic emission spectroscopy after extraction with acetic acid 0.1N.

The comparison of physiological parameters among control vs. stressed plants (C vs. Csalt; NSb vs. NSbsalt and Ta vs. Tasalt) was achieved by two-tail T-test (p < 0.05). For the comparison of the physiological parameters among the three rice lines grown in the same environmental conditions (C vs. Ta; C vs. NSb; NSb vs. Ta; Csalt vs. Tasalt; Csalt vs. NSbsalt; NSbsalt vs. Tasalt) one-way ANOVA and, when significant differences were found (p < 0.05), subsequent two-tail T test (with a corrected p value of 0.05/3 = 0.0167) was performed.

### Protein Extraction and RuBisCO depletion

Protein was extracted by standard procedures from three pools of six (generation F3) or 10 (generations F5, F6 and F8) whole-seedlings at 4^th^-leaf stage, and RuBisCO depletion was performed as previously described^2^. The resulting RuBisCO depleted pellets were dissolved in Lysis Buffer (30 mM Tris-HCl (pH 8.5), 7M Urea, 2M Thiourea, 4% CHAPS). The protein was measured according to Ramagli^42^ using albumin from chicken egg white (Sigma) as a standard.

### Refraction 2D- multiplex fluorescence gel electrophoresis technology

Fifty micrograms of protein, of each of the three biological replicates, and each of the three (C, T_a_, NS_b_), or six (C, T_a_, NS_b_, Csalt, T_a_salt, NS_b_salt), rice lines was labelled according to the manufacturer’s instructions (NH DyeAgnostics) with G-Dye300 and G-Dye200 dyes. An internal standard (containing the same amount of all samples) labelled with G-Dye100, was used to normalize spot volumes and support gel alignment procedures.

Proteins were separated by 2D PAGE using 13-cm-long, 3–11 NL, IPG strips (Amersham Biosciences). Strips passive rehydration, focusing and equilibration were performed as previously described^2^.

SDS-PAGE was performed on 12.5% T, 1.4% C gels in a Hoefer SE 600 system (Amersham Biosciences) and run at 15 °C with a 15 mA/gel constant current for 15 min, and then at 30 mA/gel.

### Gel imaging and statistical analyses

Gels’ images were acquired following manufacturer’s instructions (DyeAgnostics), using a Fuji FLA-5100. Each scan was optimized to maximum dynamic range without reaching image saturation. Images quality control, visual validation of differentially-abundant spots, as well as subsequent statistical analysis, was performed using Progenesis Samespots (v4.5) software. Identification of differentially abundant proteins was performed by one way ANOVA analyses of the spots-normalized volume. Spots with fold differences ≥1.5, Anova p-values < 0.05, and a false discovery rate (FDR) with a 0.05 threshold (q-value < 0.05), were selected.

Figure S1 shows a typical gel, and identifies the 271 spots with differential abundance, and FC ≥ 1.5 in at least one of the tested situations.

### MS analysis and database search

Spots of interest were automatically digested and spotted with an Evo 2 workstation (Tecan).

Peptide mass determinations was performed using the 5800 Proteomics Analyzer (ABsciex) in reflectron mode for both peptide mass fingerprint and MS/MS. Proteins were identified by searching the MS and MS/MS data against NCBI database, (downloaded on September 26, 2011) in the viridiplantae taxonomy (898660 sequences). Database search was performed using an in house MASCOT 2.3 server (www.matrixscience.com) as previously described^43^. Proteins were identified with a minimum of two MS/MS spectra matching the databank sequence and a total ion score above 60. All protein identifications were manually validated.

### Microarrays analysis

RNA from three pools of ten whole-seedlings was isolated using RNeasy Plant Mini Kit (Qiagen) following the manufacturer’s instructions. Total RNA was kept at −80 °C until labeling and hybridization to the Affymetrix RUSGene 1.1ST ArrayStrip at the Affymetrix core facility (Instituto Gulbenkian de Ciência, Oeiras, Portugal). This array contains 816815 probes to query 45207 transcripts. Gene level normalization and signal summarization was performed on Affymetrix Expression Console Software. Chipster software was used for gene filter by standard deviation (Bayes t-test, p value < 0.05) and for Benjamini and Hochberg’s false discovery rate test (0.05 threshold) of filtered data.

AgriGO database^31^ was used with default parameters for functional annotation and enrichment analysis through gene ontology of salt stress-responsive transcripts differentially expressed in the three comparisons (C *vs*. Csalt, NS_b_ *vs*. NS_b_salt and T_a_ *vs*. T_a_salt), and presenting an FC > 3 at least in one of the comparisons.

Because many proteins of the plant defence system are also allergens, we used the AlgPred hybrid approach^38^ to predict potential allergenicity of salt-responsive proteins with differential abundance, or encoded by differentially-expressed transcripts.

### Data availability

Microarrays data was deposited on the Gene Expression Omnibus (GEO)- GSE85113: Expression data from three rice lines (1-control, 1-transgenic and 1-negative segregant) throughout generations and under salt.

## Electronic supplementary material

Supplementary materials

Table S1

Table S2

## References

[1] EFSA P on Genetically Modified Organisms. Scientific opinion on Guidance for risk assessment of food and feed from genetically modified plants. *EFSA Journal***9**, 2150 [pp. 37] (2011**)**.

[2] Fonseca C (2015). *In vitro* culture may be the major contributing factor for transgenic *versus* nontransgenic proteomic plant differences. Proteomics.

[3] Ahlholm JU, Helander ML, Savolainen J (1998). Genetic and environmental factors affecting the allergenicity of birch (Betula pubescens ssp. czerepanovii [Orl.] Hämet-ahti) pollen. Clinical and Experimental Allergy.

[4] Hänninen A (1999). -riitta, Mikkola, J. H., Kalkkinen, N., Ylitalo, L., Reunala, T. & Palosuo, T. Increased allergen production in turnip (*Brassica rapa*) by treatments activating defense mechanisms. Journal of Allergy and Clinical Immunology.

[5] Pühringer H (2000). The promoter of an apple Ypr 10 gene, encoding the major allergen Mal d 1, is stress- and pathogen-inducible. Plant Science.

[6] Armentia A, Callejo A, Díaz-Perales A, Martín-Gil FJ, Salcedo G (2003). Enhancement of tomato allergenicity after treatment with plant hormones. Allergologia et Immunopathologia.

[7] Fukayama H (2012). Overexpression of Rubisco Activase Decreases the Photosynthetic CO_2_ Assimilation Rate by Reducing Rubisco Content in Rice Leaves. Plant Cell Physiol.

[8] Rosa M (2009). Soluble sugars — Metabolism, sensing and abiotic stress. Plant Signaling & Behavior.

[9] Breusegem FV, Dekeyser R, Gielen J, Montagu MV, Caplan A (1994). Characterization of a S-Adenosylmethionine Synthetase Gene in Rice. Plant Physiol.

[10] Kendziorek M, Paszkowski A, Zagdanska B (2012). Differential regulation of alanine aminotransferase homologues by abiotic stresses in wheat (Triticum aestivum L.) seedlings. Plant Cell Reports.

[11] Yarmolinsky D (2014). Impairment in Sulfite Reductase Leads to Early Leaf Senescence in Tomato Plants. Plant physiology.

[12] Kurepa J, Wang S, Li Y, Smalle J (2009). Proteasome regulation, plant growth and stress tolerance. Plant Signaling & Behavior.

[13] Wang W, Vinocur B, Shoseyov O, Altman A (2004). Role of plant heat-shock proteins and molecular chaperones in the abiotic stress response. Trends in Plant Science.

[14] Xia Y (2004). Proteases in pathogenesis and plant defence. Cellular Microbiology.

[15] Lyzenga WJ, Stone SL (2012). Abiotic stress tolerance mediated by protein ubiquitination. Journal of Experimental Botany.

[16] Takenaka Y, Nakano S, Tamoi M, Sakuda S, Fukamizo T (2009). Chitinase Gene Expression in Response to Environmental Stresses in *Arabidopsis thaliana*: Chitinase Inhibitor Allosamidin Enhances Stress Tolerance. Biosci Biotechnol Biochem.

[17] Hashimoto M (2004). A Novel Rice PR10 Protein, RSOsPR10, Specifically Induced in Roots by Biotic and Abiotic Stresses, Possibly via the Jasmonic Acid Signaling Pathway. Plant Cell Physiol.

[18] Mishra AK, Puranik S, Prasad M (2012). Structure and regulatory networks of WD40 protein in plants. Journal of Plant Biochemistry and Biotechnology.

[19] Fitzgerald TL, Waters DLE, Henry RJ (2009). Betaine aldehyde dehydrogenase in plants. Plant biology.

[20] Ruanjaichon V (2004). Small GTP-Binding Protein Gene Is Associated with QTL for Submergence Tolerance in Rice 1. Russian Journal of Plant Physiology.

[21] Bargmann BO, Munnik T (2006). The role of phospholipase D in plant stress responses. Current Opinion in Plant Biology.

[22] Kaur C, Ghosh A, Pareek A, Sopory SK, Singla-Pareek SL (2014). Glyoxalases and stress tolerance in plants. Biochem Soc Trans.

[23] Dixon RA, Paiva NL (1995). Stress-lnduced Phenylpropanoid Metabolism. The Plant Cell.

[24] Gill SS, Tuteja N (2010). Reactive oxygen species and antioxidant machinery in abiotic stress tolerance in crop plants. Plant Physiology and Biochemistry.

[25] Breitkreuz KE (2003). Novel gamma-Hydroxybutyrate Dehydrogenase. The Journal of Biological Chemistry.

[26] Henty-Ridilla JL (2013). The Plant Actin Cytoskeleton Responds to Signals from Microbe-Associated Molecular Patterns. PLoS Pathogens.

[27] Bhadula SK (2001). Heat-stress induced synthesis of chloroplast protein synthesis elongation factor (EF-Tu) in a heat-tolerant maize line. Planta.

[28] Marshall RS (2008). The Role of CDC48 in the Retro-translocation of Non-ubiquitinated Toxin Substrates in Plant Cells. The Journal of Biological Chemistry.

[29] Szymanski M, Deniziak M, Barciszewski J (2000). The new aspects of aminoacyl-tRNA synthetases. Acta Biochimica Polonica.

[30] Tateda C, Watanabe K, Kusano T, Takahashi Y (2011). Molecular and genetic characterization of the gene family encoding the voltage-dependent anion channel in Arabidopsis. Journal of Experimental Botany.

[31] Du Z, Zhou X, Ling Y, Zhang Z, Su Z (2010). agriGO: a GO analysis toolkit for the agricultural community. Nucleic Acids Research.

[32] Minic Z, Jouanin L (2006). Plant glycoside hydrolases involved in cell wall polysaccharide degradation. Plant Physiology and Biochemistry.

[33] Habib H, Fazili KM (2007). Plant protease inhibitors: a defense strategy in plants. Biotechnology and Molecular Biology Review.

[34] Pateraki I, Kanellis AK (2010). Stress and developmental responses of terpenoid biosynthetic genes in Cistus creticus subsp. creticus. Plant Cell Reports.

[35] Cheeseman JM (2007). Hydrogen Peroxide and Plant Stress: A Challenging Relationship. Plant Stress.

[36] Narusaka Y (2004). Crosstalk in the responses to abiotic and biotic stresses in Arabidopsis: Analysis of gene expression in cytochrome P450 gene superfamily by cDNA microarray. Plant Molecular Biology.

[37] Guerra D (2015). Post-transcriptional and post-translational regulations of drought and heat response in plants: a spider’s web of mechanisms. Frontiers in Plant Science.

[38] Saha S, Raghava GPS (2006). AlgPred: prediction of allergenic proteins and mapping of IgE epitopes. Nucleic Acids Research.

[39] Yoshida, S., Forno, D. A., Cock, J. H. & Gomez, K. A. No Title. *International Rice Research Institute, Manila, Philippines* (1976).

[40] Gregorio, G. B., Senadhira, D. & Mendoza, R. D. Screening Rice for Salinity Tolerance. *IRRI discussion paper series* NO. 22 (1997).

[41] Inskeep WP, Bloom PR (1985). Extinction Coefficients of Chlorophyll a and b in N, N-Dimethylformamide and 80% Acetone. Plant physiology.

[42] Ramagli LS (1998). Quantifying protein in 2D-PAGE solubilization buffers. Methods in Molecular Biology.

[43] Szopinska A (2016). Stuck at work? Quantitative proteomics of environmental wine yeast strains reveals the natural mechanism of overcoming stuck fermentation. Proteomics.

How the deposited data were processed for this re-analysis (not part of the article)

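Messenger RNA of whole rice seedlings was measured on Affymetrix RUSGene 1.1 ST arrays, each with a pool of 10 seedlings. The 45 arrays form 15 conditions of 3 arrays each: lines C, NSb and Ta in F4, F6 and F8 without salt, the same lines of F6 under salt, and the same lines of F8 whose F6 ancestors had grown under salt. Conditions were taken from the sample titles, and every sample column was used.

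The authors normalised and summarised the arrays with RMA in Affymetrix Expression Console and deposited 1 table of values on the log2 scale, from 0.649 to 12.944, for 54922 probe sets. No versions of these programs are stated. The deposited log2 values were used without further normalisation. Their array medians differ between generations and hardly within one, so generations appear to have been normalised separately, and no level was compared across generations except as a difference between lines and for a run of unnamed probe sets whose levels differ by far more than the medians. In 4714 probe sets the values equal those of an earlier probe set on every array. Probe sets were given gene symbols from the array annotation and the rice reference annotation: 24080 have 1 symbol, 95 have several and 30747 have none, and Table S2 names 348 probe sets, with the descriptions, coordinates and GO terms used here. Neighbouring genes were taken from the order of genes in the reference.

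Fits used limma 3.58.1 in R 4.3.3, with data.table 1.17.8, and tables and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Lines were compared in 1 fit per generation (9 arrays), salt in the 18 arrays of F6, and salt history in the 18 arrays of F8. Differences that changed between generations were tested in the 27 arrays without salt or salt history. Each fit had group means only, no covariates, moderated variances, and 2-sided tests with Benjamini-Hochberg adjustment over all probe sets of a comparison. Calls needed an adjusted p under 0.05 and a fold of at least 3, the paper's thresholds, and tests of a difference between responses had no fold minimum. The authors' filter on the standard deviation was not applied in these fits, because the share of transcripts it kept is not given in the paper's text; it was tried at 10% and 1%. The samples, comparisons, tests, alternatives and the rule for naming genes were chosen before the data were examined.

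Genes were named by this rule: genes the paper names for the arrays; transcripts called in the same comparison and direction in every generation; the 10 highest and 10 lowest by mean salt effect among those changed in all lines; all transcripts called for salt history, if no more than 10; for a difference between responses, the 5 with the smallest p; and up to 4 members of a gene list or GO term. Values in Table S2 had been seen when the rule was written. Genes outside it are marked as chosen after their values were seen.

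Gene lists were planned as 16 lists of 126 loci. The annotation paired only 17 of these loci with a probe set. Therefore 23 lists on the planned themes and 4 added ones were matched by gene symbol, which was not part of the plan. This matching was made before the values of the lists on the arrays were seen. Table S2, which holds salt values of some members, had been seen by then. The 27 lists, each with at least 3 members, were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and by the one-sided Fisher's exact test against all probe sets with a symbol. Planned groups defined by words in descriptions were drawn from Table S2 only, which holds only transcripts the study called. The enrichment of GO terms was not rerun. The shared calls, and the covariance and correlation of fold changes that share the C arrays, were set against 20 simulations of unchanged groups.

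The spread between pools set the precision: groups of 3 recovered 95% to 99% of simulated 4-fold changes and 99% to 100% of 8-fold changes, with 0 to 13 false calls and 0 calls in an unchanged comparison. The simulated values were independent and normal, with no outlying array, so recovery in the data can be lower. Without NSb replicate 3 of F8, the salt history count in C went from 0 to 14. A list shifted by 0.5 on the log2 scale ranked first of 27. Alternatives were no fold minimum, SD filters, a filter at a log2 level of 4.389 in at least 3 arrays, centring of arrays on their medians, an intensity trend with robust variances, only the 2 groups compared, all 45 arrays in 1 fit, the replicate number as a block, an estimated correlation, and each array left out in turn. A fold of at least 3 in every line for the shared salt response was added after seeing the data. So were identical probe sets counted once and the removal of the 100 last-numbered probe sets. The symbol matching with its 4 further lists was also added to the plan, after the annotation and Table S2 had been seen. Samples were regrouped in all 10 splits, or in 100 drawn at random. A test written earlier, whether centring the arrays removes a sample's position between unstressed and salt-stressed seedlings, was replaced by a test of the raised and the lowered transcripts each on their own, because centring cannot alter the difference between them on an array. Protein measurements were not analysed here.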

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

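The tests of a whole-array shift, a single array, a lasting line difference, salt in the ancestors and an exchange of NSb replicate 3 were chosen only after the result was seen.

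A few transcripts were noticed because a difference between the lines in their response to salt passed its own test in limma: 1 transcript for NSb against C and 2 for Ta against C. Exchanging lines within the stressed and the unstressed arrays, chance could not be excluded for either (NSb, real value 1, highest other split 3; Ta, real value 2, highest other split 813), and the split with 813 calls points to a structure of the unstressed samples: it joined C pool 3 with Ta pools 1 and 3, against C pools 1 and 2 with Ta pool 2. A split that exchanged all 3 unstressed pools, which adds the line differences instead of subtracting them, gave 519. The difference of NSb from C changed between F4 and F8 for 158 transcripts and that of Ta for 302, noticed as a difference between generations in the same comparison. Chance was excluded for Ta (real value 302, highest other 112). For NSb the real value of 158 ranked 4 among 100 splits (highest other 614), with no adjustment for the number of such tests. The NSb count fell to 72 without C F8 replicate 3, so chance is not firmly excluded for NSb. The split with 614 calls exchanged all 3 pools of F4 and none of F8, which adds the line differences in the same way; splits that exchanged 2 pools of F8, or all of F4 with 1 of F8, gave 241 and 183.

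In unstressed seedlings of Ta in F8, transcripts of the salt response lay slightly nearer their level under salt than in C of F8. The transcripts raised by salt in every line of F6 had gained on C since F4 by a median log2 of 0.24 (215 of 295 above 0; camera, adjusted p = 1.77e-13, and 0.0266 with an estimated correlation), and those lowered by salt showed a median of -0.56 (9 of 54 above 0; adjusted p = 9.76e-17, and 0.00349). Both were noticed as a difference between generations. In F8 itself, 24 of the raised transcripts and 8 of the lowered ones differed between Ta and C at an adjusted p under 0.05. In NSb the same change since F4 was -0.03 for the raised set (adjusted p = 0.791) and -0.18 for the lowered set (adjusted p = 0.00684, and 0.258 with an estimated correlation). Descendants of stressed Ta plants lay closer to C: the effect of salt history on the lowered set was higher in Ta than in C by a median of 0.16 (39 of 54 above 0; adjusted p = 0.000161, and 0.0437 with an estimated correlation), noticed as a difference between lines, while the raised set showed -0.07 (adjusted p = 0.0019, and 0.137 with an estimated correlation).

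A shift of whole arrays cannot account for this, since after centring on the median the lowered set of Ta in F8 stood at -0.3579 against C and the raised set at 0.206. A salt score, the mean of the raised set minus that of the lowered set, ran from -0.61 to -0.49 in the 3 Ta arrays and from -1.21 to -0.80 in the other 15 arrays of F8, so that the lowest Ta array exceeded the highest of the others by 0.1887 and no single array carried the difference of 0.56 from C (exact permutation test, p = 0.1, the smallest possible with 3 against 3). A difference between the lines that had lasted since F4 is argued against by a score lower in Ta than in C then, at -0.2774, but in F6 Ta already stood at -1.78 against -2.11 in C (pools from -2.34 to -1.66) and -2.26 in NSb, so a line difference that arose before F8 stays open. A different share of root and shoot stays open: root markers had a median of -0.22 over 11 genes that spread from -0.68 to 1.28, and shoot markers -0.02. A mild stress state of Ta seedlings in F8 may also explain the pattern and was not tested. From F4 to F8 the mean score went from -0.63 to -0.55 in Ta, from -0.36 to -1.11 in C and from -0.48 to -1.06 in NSb. The gain of Ta on C since F4 thus went mostly with a lower score in C of F8. Because generations appear to have been normalised separately, which line moved is not certain.

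A run of 21 unnamed probe sets, numbered from 16064622 to 16064675, was noticed as a signal the paper does not report: averaged over the lines, salt history changed 25 transcripts at an adjusted p under 0.05 (4352 at an unadjusted p under 0.05), and 21 of them were in this run. Its lowest array mean with salt history in F8 was 5.27. Salt in the ancestors would leave arrays without salt at the low level, yet the lowest of the 18 arrays of F4 and F6 without salt exceeded the highest C or Ta array of F8 without salt history by 1.8412. An exchange of NSb replicate 3 with an array with salt history would leave an array of that group at the low level, but the lowest of the 9 stood 2.1146 above the highest C or Ta array without salt history; a wrong label on NSb replicate 3 alone, or an exchange of both whole sets, stays open. Handling of the arrays in separate sets could produce such a run and stays open: over the 50108 other transcripts the deviation of NSb replicate 3 correlated with the difference by salt history in C and Ta at r = 0.1218, against -0.0876 and -0.0486 for replicates 1 and 2.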

How the results depend on the processing

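A fold of at least 3 in every line, identical probe sets counted once and the removal of the 100 last-numbered probe sets were chosen after seeing the data. Of 262 counts under other settings 194 stayed within 1.5 times the value reported and 68 moved; for single genes 1079 of 1135 kept their direction and side of the threshold, 45 lost and 11 gained a pass, and 0 reversed. With 1 array left out, 378 of 459 counts and 3834 of 3978 values of single genes held (125 lost and 19 gained a pass). Where a value moved, the cause was not tested, apart from the fold minimum and filters, which change what is counted. Without the fold minimum, Ta and C, NSb and C, and Ta and NSb differed in 90, 584 and 39 transcripts in F4 (any 624), 25, 17 and 22 in F6 (any 39) and 279, 23 and 175 in F8 (any 347), with 21 in all generations and overlaps of 57 in F4 and 13 in F8; salt changed 5317 in C, 8473 in NSb, 5767 in Ta, 11293 in any and 2836 in all lines, and salt history 2 in NSb, 17 in Ta and 19 in any. The SD filter at 10% gave 16 between NSb and Ta and 30 in any comparison of F6, 0 for a salt response of Ta unlike C, salt history counts of 14 in C and 16 in Ta and in any line, and 56 (NSb) and 84 (Ta) for changes since F4; at 1% these were 3 and 0 for salt responses of NSb and Ta unlike C, 14, 1 and 16 (any 16) for history, and 33 and 29. All 45 arrays in 1 fit gave 14 between NSb and Ta in F6, 27 and 52 for salt responses, 14, 6 and 16 (any 16) for history, and 313 and 496. The salt response of Ta unlike C had 0 calls with centring and with trend and robust variances, and 1 with the dim filter and the replicate block. History counts in Ta and in any line were 10 with the dim filter, 1 with the replicate block and 1 without the last-numbered probe sets; with only the 2 groups compared they were 14 in C, 15 in Ta and 15 in any, and 11 differed between Ta and C in F4. Lists enriched among the shared salt response were 3 with the dim filter and 2 with the block, lists past camera with an estimated correlation 4 for salt and 0 for Ta and NSb, and a fold of 3 in every line left 165. Replicate numbers did not pair samples: arrays with the same number correlated at a mean of 0.0175, -0.0176 and 0.0164 in F4, F6 and F8. Leaving out 1 array gave 13 to 18, 26 to 43 (26 without NSb replicate 1) and 11 to 18 in F4 (any 35 to 58, 35 without C replicate 3), 9 to 25, 11 to 12 and 8 to 13 in F6 (any 16 to 33; 25 and 33 without C replicate 3), 17 to 20, 12 to 15 and 16 to 19 in F8 (any 27 to 31), and 13 to 15 in all generations. For salt it gave 215 to 274 in C, 371 to 435 in NSb, 244 to 282 in Ta, 331 to 379 in all and 441 to 498 in any line, and for salt responses 0 to 3 (NSb, 3 without C replicate 1) and 0 to 2 (Ta, 2 only without C replicate 3). History ran from 0 to 14, 16 and 16 in C, NSb and Ta and to 18 in any line, highest without NSb replicate 3. Changes since F4 ran from 72 (without C F8 replicate 3) to 312 in NSb and from 169 (without Ta F4 replicate 2) to 512 in Ta, both highest without C F6 replicate 3, and 17 and 21 of these 27 counts stayed within 1.5 times; for history in Ta 0 of 18 did. Lists past camera numbered 6 to 8 for NSb, 5 to 8 for Ta and 13 to 14 for salt. Signal limits the dimmest transcripts, for which the dim filter at 4.389 is the only check made.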

Differences from the paper's values

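For NSb with salt history in F8, the paper shows about 4 differentially expressed transcripts in Fig. 2, read by eye, and limma called 0 at the same thresholds. Of the alternatives set before the data were examined, the value came within 1.5 times the paper's with all 45 arrays in 1 fit (6) and without NSb salt history replicate 2 (3), and did not with the other 25. For Ta with salt history, the paper shows about 1 in Fig. 2, read by eye, and 4 were called here. The count was 1 with the replicate number as a block, without C replicate 1, without Ta replicate 1, without Ta replicate 3, and without NSb salt history replicates 1 or 2, and with the other 21 alternatives it still differed. Leaving out the 100 last-numbered probe sets, chosen after seeing the values, also gave 1.

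For LOC_Os08g31940 the paper's text gives Ta an expression 5 times that of C, as an increase. Here the fold change of Ta against C over the generations was -5.5, a decrease, with -5.28 to -5.83 in the 32 alternatives set before the data were examined, all of which differ from the paper's value. The values for this gene in the paper's Table S2 are negative as well. The other genes that the paper names as altered in Ta, NSb or both changed in the direction it states. Of the 5 genes the paper names for salt history, LOC_Os04g40750 was called in Ta here; the other 4 were not paired with probe sets, and no values are given for them.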

Other observations

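The tests of a whole-array shift and of swapped labels in the C pool, of random gene orders, of a weak salt trace and of harvest time were chosen only after the result was seen, and the lists of expansins, cellulose synthases, RNA silencing and beta-glucosidases were added after the planned ones.

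Further gene lists that the paper does not discuss had members changed by salt in F6; camera called those named first only with a preset correlation. Of 26 ribosomal protein genes 21 rose and none fell (22 when adjusted over the list alone), among them RPL3 by 0.63 on the log2 scale (standard error 0.061, n = 9 pools with and 9 without salt, adjusted p = 1.16e-06; camera, adjusted p = 1.41e-11, and adjusted p = 0.0591 with an estimated correlation). Of 40 expansin genes, whose products loosen the cell wall, 13 fell and 1 rose (14 and 1 when adjusted over the list alone; camera, adjusted p = 0.00532, and adjusted p = 0.149 with an estimated correlation), with EXPB2 at -1.13 (standard error 0.076, adjusted p = 1.97e-08). Of 34 cellulose synthase genes and their relatives 17 fell and 6 rose, alike when adjusted over the list alone (camera, adjusted p = 0.0225, and adjusted p = 0.149 with an estimated correlation), but CSLE6 rose by 1.35. Root transporter genes (7 of 11 lower, 2 higher, alike when adjusted over the list alone; adjusted p = 0.00039, and adjusted p = 0.101 with an estimated correlation) and light harvesting genes (5 of 7 lower, alike when adjusted over the list alone; adjusted p = 0.000519, and adjusted p = 0.149 with an estimated correlation) included falls as well, OsPSAG by 0.75. Of 9 CBF/DREB1 genes, cold response factors, 3 fell (5 when adjusted over the list alone; adjusted p = 0.0181, and adjusted p = 0.197 with an estimated correlation), DREB1C by 0.76, and of 6 stress NAC and DREB2 genes 3 rose (5 when adjusted over the list alone; adjusted p = 0.0108, and adjusted p = 0.0805 with an estimated correlation), NAC071 by 0.68. Centring the arrays left the sign of the median of every list past camera as it was. Other lists had members in both directions or few that passed: sodium and potassium transport (9 of 27 higher, 4 lower; HAK17 1.21, HAK22 -0.76; camera, adjusted p = 0.459), beta-glucosidases (12 of 31 higher, 10 lower; BGLU30 1.82; adjusted p = 0.349), JAZ (4 of 13 higher, 3 lower; adjusted p = 0.297), RNA silencing (6 of 23 higher, 4 lower; adjusted p = 0.808), actin-depolymerizing factors (4 of 10 higher, 3 lower; adjusted p = 0.705), jasmonate synthesis (1 of 9 higher, 3 lower; adjusted p = 0.893), housekeeping genes (4 of 15 higher, 6 lower; adjusted p = 0.711), WRKY (2 of 6 higher, 1 lower), histones (2 of 9 higher) and abscisic acid (1 of 6 higher, 1 lower). No glutelin or alpha-amylase gene, markers of seed remnants, passed.

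In NSb against C, averaged over the generations, camera placed JAZ (adjusted p = 7.89e-06; 1 of 13 higher, 4 when adjusted over the list alone), abscisic acid (adjusted p = 0.00406; 1 of 6 higher, 3 when adjusted over the list alone), WRKY (1 of 6, alike when adjusted over the list alone), housekeeping (0 of 15, alike when adjusted over the list alone), cellulose synthase (2 of 34, 3 when adjusted over the list alone) and CBF/DREB1 genes (adjusted p = 0.00978; 0 of 9, 3 when adjusted over the list alone) higher and aquaporins lower (2 of 27, 5 when adjusted over the list alone), each with an adjusted p = 0.133 with an estimated correlation. BGLU9 was 0.96 higher in NSb (standard error 0.076, n = 9 pools per line, adjusted p = 6.73e-08), and the DNA glycosylase gene DNG701 fell by 0.67 (adjusted p = 0.032). In Ta the silicon transporter gene Lsi2 fell by 0.36 (adjusted p = 0.00103) and NRT2.1 was 0.52 higher (adjusted p = 0.00672; 0.11, 0.16 and 1.28 in F4, F6 and F8). Outside the unnamed run, LOC_Os04g56430 was higher with salt history by 0.72 averaged over the lines (standard error 0.077, adjusted p = 0.00117), LOC4326925 by 0.63 and probe set 15854427 by 0.36, while probe set 15849880 fell by 0.47.

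The unstressed C pool 3 of F6 lay nearer the salt-stressed pools, with a salt score of -1.66 against -2.31 and -2.34 for the other C pools. It stood 3.25 below the lowest salt-stressed pool (difference -3.2476), which argues against swapped labels, and its lowered set stayed at -0.4041 against the other pools after centring and its raised set at 0.2612, which argues against a shift of the whole array. The test of some RNA of salt-stressed seedlings mixed in did not decide. The estimated share was 0.0174 (0.00362 to 0.0505) from 37 transcripts induced over 8-fold and 0.0627 (0.0393 to 0.0792) from 186 induced 3- to 8-fold, a ratio of 3.62 whose intervals overlap. Mixing can lower a transcript by no more than the share itself, and these shares are too small for the lowered set's -0.4041. This argues against mixing of that size as the whole cause, while a part in the pattern stays open. Mild stress of these seedlings could give the same pattern and was not tested. Without this pool, 33 transcripts were called between the lines in F6. The count rose from 11 to 25 for Ta against C and from 9 to 13 for Ta against NSb, but only from 11 to 12 for NSb against C. A wider spread because of this pool may account for part of the low count in F6. The total does not separate it from a shift of the C mean by this pool.

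Neighbouring genes shared a difference between Ta and C more often than random gene orders gave: 23 neighbouring pairs lay among 577 genes past an adjusted p of 0.05, against 7.56 on average and at most 18 in 10000 random orders (permutation test, p = 1e-04, the smallest possible). Probe sets with identical values had been left out, and 0% of the pairs correlated over 0.9 in each generation. Copies that share only some of their probes could correlate less, so shared probes were not excluded. General co-expression of neighbours may account for the excess, because as many genes with the smallest p for salt gave 24 pairs. In NSb there were 4 pairs (permutation test, p = 0.01).

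A hypothesis that higher ICE1 in Ta raises its reported targets was tested on 9 CBF/DREB1 genes. Their median difference from C was 0.1078 (95% interval -0.0283 to 0.185, 5 of 9 above 0). A rise of the list was not shown, and a small one is not excluded. The seedlings were grown without cold, so a rise of these cold response genes in the cold was not tested. A weak trace of the salt response in F8 was not seen, since the raised transcripts lay higher with salt history in 0 lines. In C and NSb, 127 and 144 of the 295 lay above 0, so a trace within this spread is not excluded. In Ta the arrays without salt history themselves lay nearer the salt side, so the comparison does not decide there. Harvest at another time of day could lower CCA1/LHY in Ta of F8 (-1.04, adjusted p = 0.00147); the evening genes GI, PCL1 and PRR1 had a median of 0.3452, but only PRR1 passed (0.66, adjusted p = 0.0207). PRR95 stood at 0.49 (adjusted p = 0.0501), while PRR73 and PRR37 stood at -0.04 and 0.0037, so this stays open.

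Other splits of the samples gave as highest counts 10, 7 and 13 for any difference between the lines in F4, F6 and F8 (real 53, 18 and 29), 0 for all generations (real 13), 6 and 5 for the overlap in F4 and F8 (real 8 and 6), 414 for salt in any line (real 450), 0 for all lines (real 353) and 13 for lists under salt (real 14), and chance was excluded for these. For salt history in any line the highest other count was 1 (real 4). Of these 4 calls 3 lie in the unnamed run, and the count ran from 0 to 18 with 1 array left out. Chance is therefore not firmly excluded for salt history, and a label exchange cannot exclude separate handling of arrays. Chance could not be excluded for the overlap in F6 (real 5, highest other 5) nor for the lists in Ta (6 and 7) and NSb (7 and 10). For the overlap, a split of the 9 arrays can keep the C pools together, so its highest other count may hold their real difference. For comparisons of 3 arrays with 3, the 10 splits are too few for a share under 0.05. There the real value and highest other were 17 and 1, 43 and 0, and 13 and 0 in F4 (Ta against C, NSb against C, Ta against NSb), 11 and 0, 11 and 0, and 9 and 0 in F6, 19 and 1, 14 and 0, and 18 and 0 in F8, 232 and 9, 384 and 0, and 257 and 0 for salt in C, NSb and Ta, and 0 and 0, 0 and 0, and 4 and 0 for salt history.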
